# Disruption of mitochondrial complex III in cap mesenchyme but not in ureteric progenitors results in defective nephrogenesis associated with amino acid deficiency

**DOI:** 10.1016/j.kint.2022.02.030

**Published:** 2022-03-24

**Authors:** Nan Guan, Hanako Kobayashi, Ken Ishii, Olena Davidoff, Feng Sha, Talat A. Ikizler, Chuan-Ming Hao, Navdeep S. Chandel, Volker H. Haase

**Keywords:** amino acids, kidney development, mitochondria, mitochondrial complex III, mitochondrial electron transport chain, TCA cycle

## Abstract

Oxidative metabolism in mitochondria regulates cellular differentiation and gene expression through intermediary metabolites and reactive oxygen species. Its role in kidney development and pathogenesis is not completely understood. Here we inactivated ubiquinone-binding protein QPC, a subunit of mitochondrial complex III, in two types of kidney progenitor cells to investigate the role of mitochondrial electron transport in kidney homeostasis. Inactivation of QPC in sine oculis-related homeobox 2 (SIX2)–expressing cap mesenchyme progenitors, which give rise to podocytes and all nephron segments except collecting ducts, resulted in perinatal death from severe kidney dysplasia. This was characterized by decreased proliferation of SIX2 progenitors and their failure to differentiate into kidney epithelium. QPC inactivation in cap mesenchyme progenitors induced activating transcription factor 4–mediated nutritional stress responses and was associated with a reduction in kidney tricarboxylic acid cycle metabolites and amino acid levels, which negatively impacted purine and pyrimidine synthesis. In contrast, QPC inactivation in ureteric tree epithelial cells, which give rise to the kidney collecting system, did not inhibit ureteric differentiation, and resulted in the development of functional kidneys that were smaller in size. Thus, our data demonstrate that mitochondrial oxidative metabolism is critical for the formation of cap mesenchyme-derived nephron segments but dispensable for formation of the kidney collecting system. Hence, our studies reveal compartment-specific needs for metabolic reprogramming during kidney development.

A major function of mitochondria in the kidney is to provide adenosine triphosphate (ATP) for energy-consuming transport functions in tubular epithelial cells.^1^ Mitochondria also operate as signaling organelles and regulate gene expression and cellular differentiation via tricarboxylic acid (TCA) cycle metabolites and reactive oxygen species (ROS), both of which are interconnected with mitochondrial (mt) electron transport.^2^

The mt electron transport chain consists of 4 large multisubunit enzyme complexes that transfer electrons from donors, such as reduced nicotinamide adenine dinucleotide (NADH) and succinate, to molecular oxygen. Mt complex I (NADH: ubiquinone oxidoreductase) oxidizes NADH, mt complex II (succinate-coenzyme Q reductase) catalyzes the oxidation of succinate to fumarate, and mt complex III transfers high-energy electrons from the ubiquinol form of coenzyme Q10 to cytochrome c. Cytochrome c is then oxidized by mt complex IV, the terminal electron-accepting complex that reduces O_2_ to H_2_O. During electron transfer, protons are pumped into the mt intermembrane space and generate an electrochemical gradient that drives ATP synthesis through chemiosmosis.^3^

The quinol (Q) cycle carries out the sequential oxidation and reduction of the electron carrier coenzyme Q10 within mt complex III. Inactivation of mt complex III results in the interruption of mt electron transport, the inhibition of oxidative phosphorylation, and mt ATP production and changes the cellular redox state by decreasing cellular NAD^+^ levels.^4^ The degree by which alterations in mt electron transport and shifts in oxidative metabolism impact on kidney development and physiology or the pathogenesis of kidney diseases is not well understood.

To examine the role of mt electron transport in kidney development and homeostasis, we genetically inactivated subunit VII (UQCRQ) of the mt ubiquinol-cytochrome c reductase complex III, also known as Q-binding protein (QPC), in sine oculis–related homeobox 2 (SIX2)–expressing cap mesenchyme (CM) cells or in homeobox B7–expressing ureteric bud (UB) epithelium. SIX2-expressing progenitor cells give rise to podocytes and all nephron segments except for the collecting duct (CD),^5^ whereas homeobox B7 is expressed in the Wolffian duct, the UB, and their derivatives during excretory system development.^6,7^ CM and UB interact reciprocally, as the CM produces trophic factors that induce branching of the adjacent UB, such as glial cell line–derived neurotrophic factor and fibroblast growth factor 10, whereas the UB produces factors such as fibroblast growth factors and wingless-type MMTV integration site family, member 9B (WNT9B), that expand and/or maintain CM progenitors and promote their differentiation through mesenchymal to epithelial transition (MET).^5,8–11^ Comprehensive analyses of these interactions on a cellular, molecular, and metabolic level are not only critical for understanding processes that underlie kidney injury and repair, but also for developing strategies to recapitulate nephrogenesis for therapeutic purposes.^12^

Here, we report that disruption of mt complex III electron transport affected the developing kidney differentially. Whereas mt electron transport was dispensable for epithelial morphogenesis of the ureteric tree, loss of mt electron transport in SIX2 progenitors resulted in severe kidney dysplasia associated with reduced proliferation and failure to undergo MET. Disruption of mt electron transport in SIX2 progenitors was furthermore associated with a reduction in kidney TCA cycle metabolites and kidney amino acid levels. Our data establish compartment-specific needs for metabolic reprogramming in the developing kidney.

## METHODS

### Mouse strains

The generation and genotyping of mice carrying floxed *Uqcrq* (*Qpc*) alleles has been described elsewhere.^13^ For the inactivation of *Qpc* in CM progenitor cells, mice homozygous for the *Qpc* floxed allele were bred to bacterial artificial chromosome transgenic mice that express Cre recombinase fused to enhanced green fluorescent protein (eGFP) under the control of the *Six2* promoter,^14^ generating *Six2-eGFP/cre*^*tg/+*^;*Qpc*^*fox/flox*^ mice, referred to as *Six2-Qpc*^−/−^ mutants. For the inactivation of QPC in UB epithelium, *Hoxb7-cre* transgenics were used,^15^ generating *Hoxb7-cre*^*tg*/+^;*Qpc*^*floxl/flox*^ mice, referred to as *Hoxb7-Qpc*^−/−^ mutants. To monitor *Six2-cre* or *Hoxb7-cre* activity, we took advantage of the *ROSA26-ACTB-tdTomato,-EGFP* double-fluorescent Cre reporter allele, referred to as *mT/mG*.^16^ All procedures involving mice were performed in accordance with National Institutes of Health guidelines for the use and for care of live animals and were approved by the Vanderbilt University Institutional Animal Care and Use Committee.

### Statistical analysis

Data are reported as mean ± SEM. Statistical analyses were performed with Prism 6 software (GraphPad Software Inc.) using the Student *t* test. *P* values of less than 0.05 were considered statistically significant.

### Supplemental methods

Detailed information regarding DNA, RNA, protein, morphologic, and metabolic analyses can be found in Supplementary Materials and Methods. Primer sequences are listed in Supplementary Table S1, and primary antibodies are listed in Supplementary Table S2.

## RESULTS

### Disruption of mt electron transport in SIX2 progenitors results in severe kidney dysplasia

To examine the role of mt electron transport in nephron development and function, we inactivated mt complex III subunit QPC in SIX2-expressing progenitor cells (Figure 1a). Recombination efficiency was assessed by genomic polymerase chain reaction and analysis of *Qpc* transcript levels in kidney tissue. Both assays suggested efficient targeting of the floxed *Qpc* allele (Figure 1a). A significant decrease in tissue NAD^+^/NADH ratios was consistent with inactivation of mt electron transport (Figure 1a).

Although born at expected Mendelian frequencies and normal-appearing, *Six2-Qpc*^−/−^ pups died within 2 days after birth. Although newborn *Six2-Qpc*^−/−^ mice exhibited normal body weight, kidneys were significantly smaller compared with *Cre*^−^ littermate controls; kidney to body weight ratio of 0.19% ± 0.05% versus 0.40% ± 0.13% for controls; n = 8 each, *P* < 0.001 (Figure 1b). Histologic analysis of formalin-fixed, paraffin-embedded kidney sections revealed a severe reduction in the number of glomeruli and mature nephron structures (Figure 1c). Nephrogenic zone structures such as comma-shaped bodies and S-shaped bodies were easily identifiable by hematoxylin and eosin and toluidine blue staining in normal but not in mutant kidneys (Figure 1c and Supplementary Figure S1). In line with these findings were reduced expression levels of nephron segment markers megalin, thiazide-sensitive sodium chloride cotransporter, and Wilms’ tumor protein 1 analyzed by immunofluorescence (IF), and the absence of lotus tetragonolobus lectin binding (Figure 2a and Supplementary Figure S1). Transcript levels of nephrin, podocin, sodium-phosphate cotransporter-2a (*NaPi2a*), aquaporin 1 (*Aqp1*), uromodulin (*Umod*), sodium-potassium-chloride cotransporter 2 (*Nkcc2*), *Ncc*, and transient receptor potential cation channel subfamily V member 5 (*Trpv5*) were reduced at age postnatal day (P) 0 (Figure 2b) and embryonic day (E) 15.5 (Supplementary Figure S2). In contrast, transcript levels of CD markers aquaporin 2 (*Aqp2*) and epithelial sodium channel 1 alpha subunit (*Scnn1a*) were not significantly changed in *Six2-Qpc*^−/−^ kidneys (Figure 2b and Supplementary Figure S2). Despite a 47% reduction in the NAD^+^/NADH ratio at birth, mice with heterozygous *Qpc* deficiency (*Six2-Qpc*^+/−^) developed normally and were fertile (Figure 1). Kidney weight was reduced by approximately 17% at birth (Figure 1) and comparable to *Cre*^−^ littermate controls at 6 weeks of age (data not shown). Differences in blood urea nitrogen levels between 6-week-old *Six2-Qpc*^+/−^ heterozygotes and *Cre*^−^ littermate controls were not observed (data not shown). Taken together, these data demonstrate that disruption of mt electron transport in SIX2 progenitor cells resulted in severe kidney dysplasia characterized by absent nephron development.

### Disruption of mt electron transport in ureteric bud epithelium does not result in kidney dysplasia

To investigate the role of mt electron transport in the development of the kidney collecting system, we used *Hoxb7-cre* transgenic mice to induce robust *Qpc* inactivation along the entire UB epithelium and adult collecting system.^15^ In contrast to *Qpc* inactivation in SIX2 progenitor cells, *Qpc* deletion in UB did not result in premature lethality. The expression levels of kidney development and tubular differentiation markers were not different from *Cre*^−^ littermate controls in P0 kidneys (Supplementary Figure S4). *Hoxb7-Qpc*^−/−^ mutants developed normally into adulthood and were fertile. Analysis of Cre-mediated recombination by genomic polymerase chain reaction and RNA *in situ* hybridization (BaseScope) in conjunction with immunohistochemistry demonstrated that inactivation of *Qpc* was efficient in UB tips and trunk before birth (Supplementary Figure S3) and still detectable in CD epithelial cells (Base-Scope in conjunction with lectin histochemistry) at age 6 weeks (Figure 3a). *Hoxb7-Qpc*^−/−^ mutant mice were characterized by smaller kidneys at birth and at age 6 weeks (97.2 ± 30.6 mg vs. 135.7 ± 30.8 mg for controls at 6 weeks of age; n = 7, *P* = 0.037), whereas body weights were comparable to *Cre*^−^ littermate controls (Figure 3b and Supplementary Figure S4). Blood urea nitrogen levels were within the normal range and stable over time with 30.2 ± 4.6 mg/dl at 6 weeks and 29.7± 2.59 mg/dl at 6 months of age (n = 7 and 4, respectively; data not shown). Hematoxylin and eosin staining did not identify any major histologic abnormalities in the kidney cortex or medulla compared with *Cre*^−^ littermate controls at birth and at age 6 weeks (Figure 3c and Supplementary Figure S4).

We performed IF staining for AQP2 and ATPase H^+^ transporting V1 subunit B1 (ATP6V1B1). Similar expression patterns were found in *Hoxb7-Qpc*^−/−^ mutants and controls, suggesting that *Qpc* deficiency did not impair CD differentiation (Figure 3c). IF staining of kidney sections from *Hoxb7-mT/mG; Qpc*^−/−^ mice demonstrated that AQP2 or ATP6V1B1 was consistently coexpressed with eGFP, indicating that cells had undergone Cre-mediated recombination (Figure 3d). In line with these findings were whole kidney *Aqp2* and *Atp6v1b1* transcript levels in *Hoxb7-Qpc*^−/−^ kidneys, which were not different from controls (Figure 3e). Taken together, our data suggest that mt complex III activity and electron transport were dispensable for the formation of the kidney collecting system.

### Mitochondrial complex III subunit QPC is required for CM mesenchyme to epithelial transition

Phenotypic analysis of *Six2-Qpc*^−/−^ mutant kidneys suggested that mt electron transport chain disruption inhibited the ability of CM progenitors to differentiate. This notion was consistent with IF staining of *Six2-mT/mG;Qpc*^−/−^ kidneys for LIM homeobox protein 1 (LHX1), jagged 1 (JAG 1), and laminin, which indicated the absence of renal vesicle, comma-shaped body, and S-shaped body formation (Figure 4a).

To examine the role of *Qpc* in SIX2 progenitor cell differentiation on a transcriptional level, we took advantage of the fluorescent properties of Six2-Cre recombinase, which is fused to eGFP. We used fluorescence-activated cell sorting (FACS) to isolate *Six2-eGFP*/*cre*–expressing cells from heterozygous *Six2-Qpc*^+/−^ control and mutant *Six2-Qpc*^−/−^ kidneys at age E18.5.

We first assessed the degree of eGFP^+^ cell enrichment and examined the expression levels of *Qpc* and UB-associated transcripts in sorted cells. Transcript levels of UB-specific ret receptor tyrosine kinase and *Wnt9b* were not detectable in control and mutant eGFP^+^ cells, whereas *Qpc* expression was readily detectable in control but strongly reduced in mutant cells (relative mRNA levels of 0.04 ± 0.01 vs. 0.91 ± 0.25 in controls; n = 3 each, *P* = 0.004; Figure 4b and data not shown). We next performed genome-wide transcriptomic analysis of *eGFP*^+^ *Qpc*^−/−^ cells by RNA-seq analysis. 

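Cells that expressed the SIX2-driven eGFP/Cre fusion were sorted from *Six2-Qpc*+/- control and *Six2-Qpc*-/- mutant kidneys at embryonic day 18.5, and RNA from 4 control and 5 mutant preparations was sequenced, with 1 library for each preparation. According to the sample labels, cDNA was amplified from the small amount of RNA with poly(A) selection, and the libraries did not keep the strand, so reads from genes that overlap on opposite strands could not be told apart. The authors counted the reads on each gene of the mouse genome, and the gene coordinates match build GRCm38, which the labels do not name. The read counts of 26858 genes were used here without the authors' normalization. Between 22571729 and 23691130 reads were counted per control library, with a median of 23450313, and between 21040536 and 23986458 per mutant library, with a median of 21774766. The difference in mean depth did not pass 0.05 in a 2-sided exact permutation test (p = 0.135), which does not exclude a difference. Counts were normalized by the TMM method of edgeR, and 14990 genes that passed its filter on low counts were compared between genotypes with its quasi-likelihood test and Benjamini-Hochberg adjustment. An adjusted p-value under 0.05 was found for 2225 genes, of which 1172 were higher and 1053 lower in mutant cells. The mutant and control libraries did not overlap for 1678 of these genes. Among all tested genes, 15.2% had no overlap, and chance alone gives 1.59%. Of the alternatives tried, limma-voom with sample quality weights moved the number of genes most, to 4868, and leaving out 1 library gave between 1046 genes (without control replicate 73) and 3136 genes (without mutant replicate 74), with 1354, 1272 and 1336 genes without control replicate 71, control replicate 72 and mutant replicate 78. The first principal component of the tested genes held 38.9% of the variance and placed control replicate 76, at −21.4, and mutant replicate 74, at 8.38, nearest to the other genotype.
The targeted gene *Uqcrq*, which encodes QPC (ENSMUSG00000044894, chromosome 11, 53427922 to 53430831), had 94.1 ± 13.3 counts per 1000000 counts of the normalized library size (CPM; SD, n = 4) in control cells and 21.3 ± 4.45 CPM (SD, n = 5) in mutant cells. Its log2 fold change was −2.14 (standard error 0.16, adjusted p = 2.09e-05 from the edgeR test), and every mutant library was below every control library (2-sided exact permutation test, p = 0.00794, the smallest p that 4 libraries against 5 allow). Between 386 and 637 reads remained on *Uqcrq* in each mutant library. With each library left out in turn, the log2 fold change stayed between −2.26 and −2.06. The paper's quantitative PCR of sorted cells showed a larger relative fall of *Qpc* than these counts, and the reason was not tested. Among genes with a mean of at least 10 CPM, an adjusted p-value under 0.05 and no overlap between genotypes, the 5 largest rises in log2 fold change were those of *Nupr1* (4.61), *Pdgfra* (3.66), *Col6a3* (3.52), *Slc7a3* (3.43) and *Ogn* (3.36). Without mutant replicate 75, the changes of *Pdgfra*, *Col6a3* and *Ogn* were 3.11, 2.98 and 2.53. These genes were highest in that library, which also had the highest mean log2 CPM of stromal markers. Stromal RNA in the mutant sorts may therefore contribute to these rises. *Ogn* lies within the span of *Cenpp* on the opposite strand, so part of its reads cannot be assigned with certainty. The 5 largest falls were those of *Gm15772* (−5.16), *Pnmt* (−2.52), *Col9a1* (−2.36), *Kazald1* (−2.23) and *Nrip2* (−2.15). *Gm15772* is a pseudogene whose sequence is nearly the same as that of *Rpl26*, and *Nrip2* overlaps the antisense gene *Gm15862* over 445 bp.

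**Figure D1:**
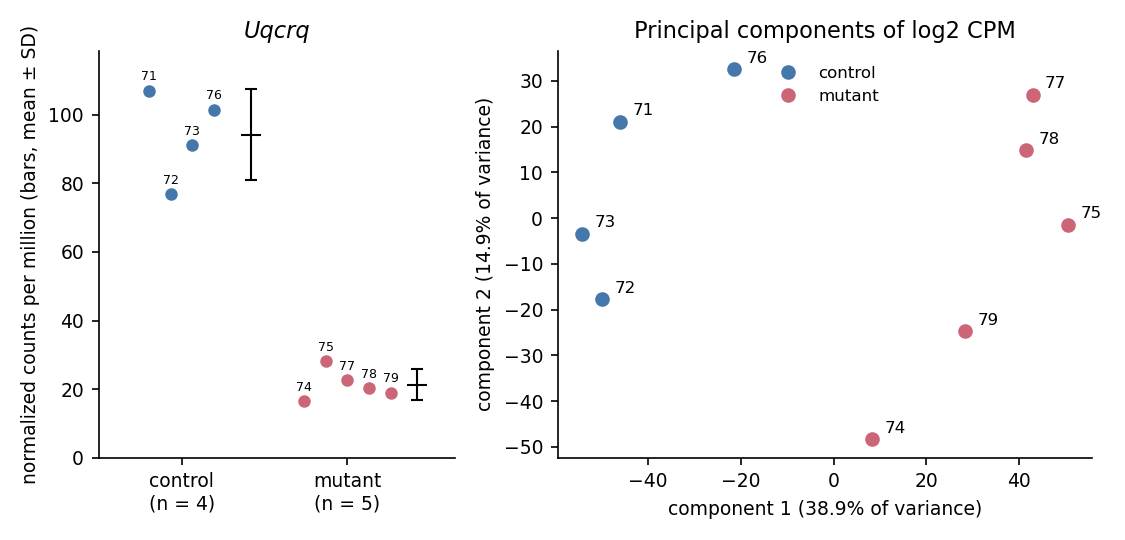
*Uqcrq* in each library of sorted SIX2 progenitors, in CPM after TMM normalization (left; bars, mean ± SD of 4 control and 5 mutant libraries), and the libraries on the principal components of log2 CPM, with 38.9% and 14.9% of the variance (right). Points are libraries with their replicate numbers; all mutant libraries sit below all control libraries for *Uqcrq* and to the right of them on the component with 38.9%.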

RNA-seq analysis revealed that genes associated with MET and nascent nephron formation were downregulated in eGFP^+^ *Qpc*^−/−^ mutant compared with *eGFP*^+^ *Qpc*^+/−^ control cells, which was validated by quantitative real-time polymerase chain reaction. Downregulated genes included fibroblast growth factor 8 (*Fgf8*), lymphoid enhancer binding factor 1 (*Lef1*), wingless-type MMTV integration site family, member 4 (*Wnt4*), *Lhx1*, and *Jag1* (Figure 4b).^17–22^ Furthermore, disruption of renal vesicle formation in mutant kidneys was demonstrated by RNA fluorescent *in situ* hybridization for *Wnt4* (Figure 4c). 

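In the sorted cells, *Lhx1* (ENSMUSG00000018698, chromosome 11, 84518284 to 84525535) had 5.51 ± 2.04 CPM (SD, n = 4) in control and 1.07 ± 0.294 CPM (SD, n = 5) in mutant libraries. Its log2 fold change was −2.36 (standard error 0.32, adjusted p = 0.00102, edgeR). These values rest on 82 to 190 reads per control library and 16 to 36 reads per mutant library, and the genotypes did not overlap. *Wnt4* (ENSMUSG00000036856, chromosome 4, 137277489 to 137299726) had 234 ± 81.0 CPM (SD, n = 4) in control and 68.7 ± 29.6 (SD, n = 5) in mutant libraries, a log2 fold change of −1.76 (standard error 0.32, adjusted p = 0.0058, edgeR). Control replicate 76, with 113 CPM, was below mutant replicate 74, so the genotypes overlapped for *Wnt4* (2-sided exact permutation test, p = 0.0159). The other MET genes were lower in mutant cells by amounts that did not pass the threshold over all genes tested. *Fgf8* (chromosome 19, 45736798 to 45742915) changed from 5.11 ± 2.06 to 2.37 ± 1.22 CPM (SD), a log2 fold change of −1.11 with an adjusted p-value of 0.054. *Jag1* (chromosome 2, 137081456 to 137116644) had a log2 fold change of −0.69 (standard error 0.29) and *Lef1* (chromosome 3, 131110471 to 131224356) of −0.62 (standard error 0.28), with adjusted p-values of 0.125 and 0.143. All 5 genes had p-values under 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The same limit holds for the tests of the list as a set that follow. As a set, the 5 genes were lower than other genes (camera with a preset correlation of 0.01, p = 6.86e-05; fry, p = 0.00373; exact permutation test of their mean log2 CPM per library, p = 0.00794).
Of the alternatives tried, limma-voom with sample quality weights called all 5 genes, and a fit with 1 surrogate variable called 1, *Lhx1*. In that fit the adjusted p-value of *Wnt4* was 0.0549, and it ranged from 0.000126 to 0.0549 over all alternatives. *Fgf8* was also called with DESeq2, with upper-quartile normalization and with either of the other filters on low counts, with adjusted p-values from 0.0116 to 0.207 over all alternatives. Without control replicate 76, *Fgf8* and *Jag1* were called as well, for 4 genes in all; without mutant replicate 74, *Jag1* and *Lef1* were called as well, again for 4 genes; and without mutant replicate 77, *Fgf8* was called as well. From the RNA-seq data and quantitative real-time PCR, the paper states that genes of MET and nascent nephron formation were downregulated in mutant cells (Figure 4b), and from the data of that section taken together, which include staining for LHX1, JAG1 and laminin and *in situ* hybridization for *Wnt4*, it reasons that mt electron transport is necessary for SIX2 progenitors to differentiate.

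**Figure D2:**
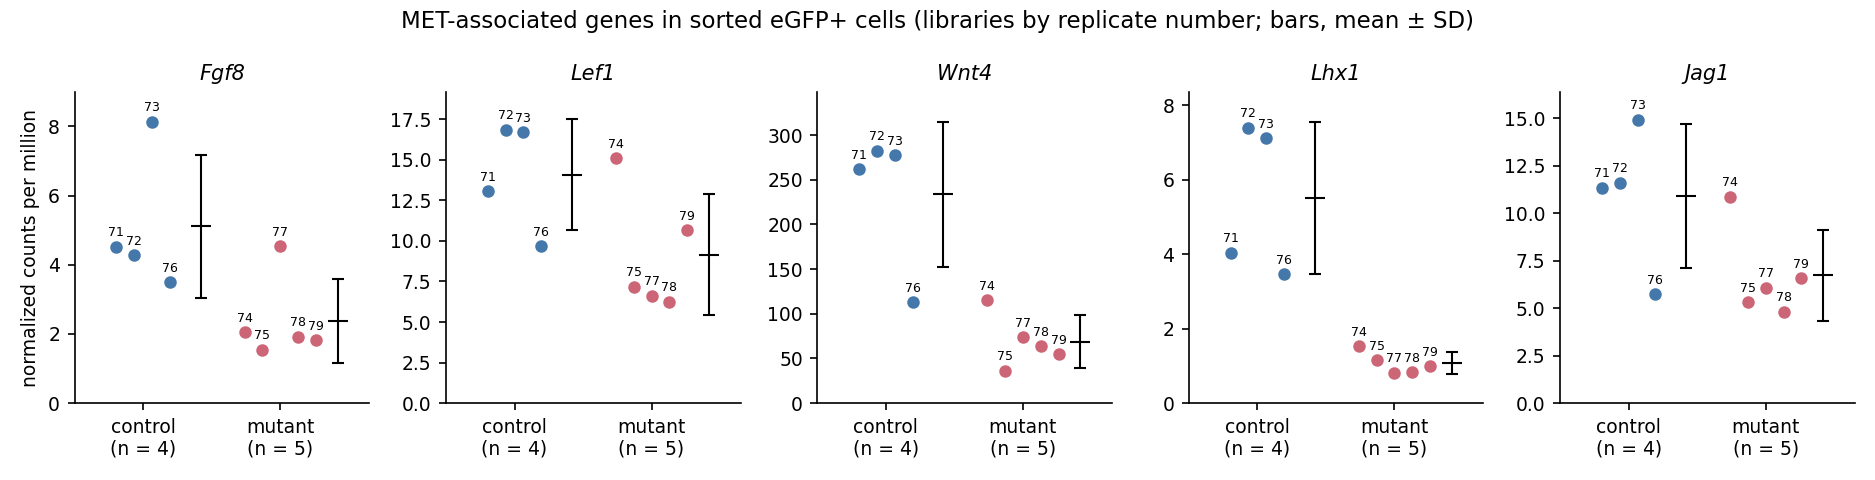
CPM of *Fgf8*, *Lef1*, *Wnt4*, *Lhx1* and *Jag1* in each library of sorted SIX2 progenitors. Points are libraries with their replicate numbers, and bars show the mean ± SD of 4 control and 5 mutant libraries; the genotypes do not overlap for *Lhx1* and do overlap for the other genes.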

Taken together, these data indicate that mt electron transport is necessary for differentiation of SIX2 progenitor cells into kidney tubules.

### SIX2 progenitor pool size is reduced in *Qpc*^−/−^ mutant mice

Self-renewal of renal progenitors is crucial for nephrogenesis. Whole mount IF staining of embryonic kidneys at age E13.5 demonstrated that the number of SIX2^+^ caps per kidney, the number of ureteric tips, and the number of maximal UB branch generations were reduced in *Six2-Qpc*^−/−^ kidneys (Figure 5a). These findings are also reflected in a lower representation of eGFP^+^ cells in whole kidney cell isolates from *Six2-Qpc*^−/−^ mutants (2.06% ± 1.22% vs. 13.62% ± 4.33% in *Six2-Qpc*^+/−^ controls; n = 10 and 8, respectively, *P* < 0.001), suggesting that disrupted mt electron transport resulted in a reduction in the size of the SIX2 progenitor cell pool (Figure 5a).

To examine whether the reduction in SIX2 progenitor pool size was associated with decreased proliferation or increased apoptosis, we used immunohistochemistry to analyze the expression of proliferation marker Ki67 and apoptosis marker cleaved caspase 3. Furthermore, we performed bromodeoxyuridine (BrdU) labeling and terminal deoxynucleotidyl transferase–mediated dUTP nick end-labeling assays in *Six2-Qpc*^−/−^ and control kidneys at age E15.5 and P0, respectively. Ki67 immunohistochemistry at age P0 indicated that cell proliferation was reduced in the nephrogenic zone, which was also reflected in a decrease in *Ki67* transcript levels (Figure 5b). In line with these findings was the significant reduction in BrdU-labeled SIX2^+^ cells (BrdU^+^ SIX2^+^ to SIX2^+^ cell ratio of 0.24 ± 0.04 in *Six2-Qpc*^−/−^ kidneys vs. 0.34 ± 0.04 in *Cre*^−^ littermate controls; n = 3 each, *P* = 0.026). In contrast, immunohistochemistry analysis of cleaved-caspase 3 expression and terminal deoxynucleotidyl transferase–mediated dUTP nick end-labeling staining did not indicate significant differences between mutant and control kidneys (Supplementary Figure S5). Our data indicate that *Qpc* inactivation in SIX2 progenitors was associated with a reduction in proliferation and not with an increase in apoptosis.

Mitochondria are a source of ROS, which have been shown to cause DNA damage and suppress cellular proliferation.^23^ Because defects in mt electron transport impact on mt ROS production, we used CellROX staining to assess ROS levels in eGFP^+^ nephron progenitors isolated from mutant kidneys at age E18.5. Analysis by FACS did not identify a significant difference in mean fluorescence intensity between mutant and control mice, which is consistent with findings in other cell types (Supplementary Figure S6A).^4^ In addition, we stained kidney sections from newborn control and *Six2-Qpc*^−/−^ mice for 8-hydroxy-2′-deoxyguanosine, an oxidative DNA damage marker. Increased staining was not observed in mutant kidneys (Supplementary Figure S6B). Taken together, these data suggest that reduced proliferation in the *Qpc*^−/−^ CM was not due to increased ROS production.

### Growth factor-associated signaling pathways are activated in *Six2-Qpc*^−/−^ kidneys

To gain insight into the potential mechanisms underlying reduced progenitor proliferation in *Six2-Qpc*^−/−^ kidneys, we analyzed gene expression in SIX2 progenitors isolated by FACS at age E18.5. 

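*Twist1* (chromosome 12, 33957671 to 33959817) was weakly expressed in sorted control cells, with 11 to 28 reads per library, and had 57 to 190 reads per library in mutant cells. This corresponds to 0.759 ± 0.257 CPM (SD, n = 4) in control and 4.26 ± 2.34 CPM (SD, n = 5) in mutant libraries, a log2 fold change of 2.48 (standard error 0.41, adjusted p = 0.00291, edgeR). Every mutant library was above every control library. Mutant replicate 75 had the highest value, 8.41 CPM, and without it the log2 fold change was 2.07. That library also had the highest mean log2 CPM of stromal markers, which was higher in every mutant than in every control library. Stromal RNA in the mutant sorts may therefore contribute to the rise of *Twist1*, and this was not tested apart from genotype. *Myc* (chromosome 15, 61985341 to 61990374) had 282 ± 34.8 CPM (SD, n = 4) in control and 406 ± 108 CPM (SD, n = 5) in mutant libraries. Its log2 fold change of 0.53 (standard error 0.18) had an adjusted p-value of 0.0626 (edgeR), and the 2-sided exact permutation test gave p = 0.0714. Mutant replicate 74, at 279 CPM, was below control replicate 76, at 324 CPM, and the other mutant libraries were above every control library. In the authors' deposited comparison the adjusted p-value is 0.0298. The adjusted p-value of *Myc* fell under 0.05 with DESeq2, with limma-voom, without a filter on low counts and without mutant replicate 74 (0.0119), and over all alternatives it ranged from 0.00697 to 0.23.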

We found that multiple genes involved in the regulation of growth and proliferation, such as twist basic helix-loop-helix transcription factor 1 (*Twist1*) and myelomatosis oncogene c-M*yc*, were either equally expressed or upregulated compared with control (Supplementary Figure S7), suggesting that growth-associated signaling pathways were not suppressed in *Qpc*^−/−^ SIX2 progenitors.

We next investigated whether the activity of extracellular signal–regulated kinase (ERK)1/2, which is required for nephron progenitor maintenance and expansion,^24^ was abnormally regulated in *Six2-Qpc*^−/−^ kidneys. We found that protein levels of activated ERK1/2, phospho-ERK1/2, were not different from control kidneys (Figure 6a). Because of its crucial role in kidney development, we next investigated the mammalian target of rapamycin complex (mTORC) signaling pathway.^25^ We found increased phosphorylation of mTORC1 targets 40S ribosomal protein S6 (S6RP) and eukaryotic translation initiation factor 4E binding protein 1 (EIF4EBP1), indicating activation of mTORC1 signaling (Figure 6b). Furthermore, transcriptomic analysis of *Qpc*^−/−^ SIX2 progenitors revealed increased ribosomal gene expression (Figure 6c), which is consistent with mTORC1 activation.^26^ 

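Figure 6c shows 36 genes, and all 36 had a higher fitted value in mutant than in control cells. After adjustment over all genes tested, 11 of them had an adjusted p-value under 0.05, and 28 did when adjusted over the list alone, a number that is not independent evidence because the study chose the list on these samples. The number past the threshold moved with the libraries used. It was 23 without mutant replicate 74, 5 without control replicate 71, 4 without mutant replicate 75, 4 without mutant replicate 79 and 1 without control replicate 72. It was 0 without control replicate 73, without mutant replicate 77 or without mutant replicate 78, where 21, 24 and 21 genes had an unadjusted p-value under 0.05. Among the other alternatives, the number ranged from 3, with Y-linked expression as a covariate, to 35 with limma-voom; it was 20 with DESeq2, 4 with upper-quartile normalization and 7 with 1 surrogate variable.
The whole family of genes named *Rpl* or *Rps* was also tested, since it was not selected by outcome. Of 83 family members tested, 81 had a higher fitted value in mutant cells, and the median log2 fold change was 0.39. Lists of the same size matched on mean expression had a median of 0.115, with the middle 95% of lists between 0.0394 and 0.182. The family was higher as a set (camera, p = 1.24e-15; fry, p = 0.0273; 2-sided exact permutation test of its mean log2 CPM per library, p = 0.0317). Ribosomal protein genes took 4.80 ± 0.496% of the counts (SD, n = 4) in control and 5.98 ± 0.626% (SD, n = 5) in mutant libraries (2-sided exact permutation test, p = 0.0159). The median was 0.40 with DESeq2, 0.36 with upper-quartile normalization, 0.51 with limma-voom and 0.21 with 1 surrogate variable, and it ranged from 0.30 without control replicate 72 to 0.47 without control replicate 76. When the 9 libraries were split at random into groups of 4 and 5, 5 of 100 splits, the real one included, gave a median at least as far from 0, a share that is not under 0.05, whereas the exact tests of the mean log2 CPM and of the share of counts, over all 126 splits, gave the p-values under 0.05 stated for them. The largest rise in the family was that of *Rpl26*, with a log2 fold change of 1.27 (standard error 0.15). Its near-identical pseudogene *Gm15772* fell in the same libraries, and the sum of the pair changed by 0.67 (standard error 0.15). Without *Rpl26*, the median of the family was 0.39.

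**Figure D3:**
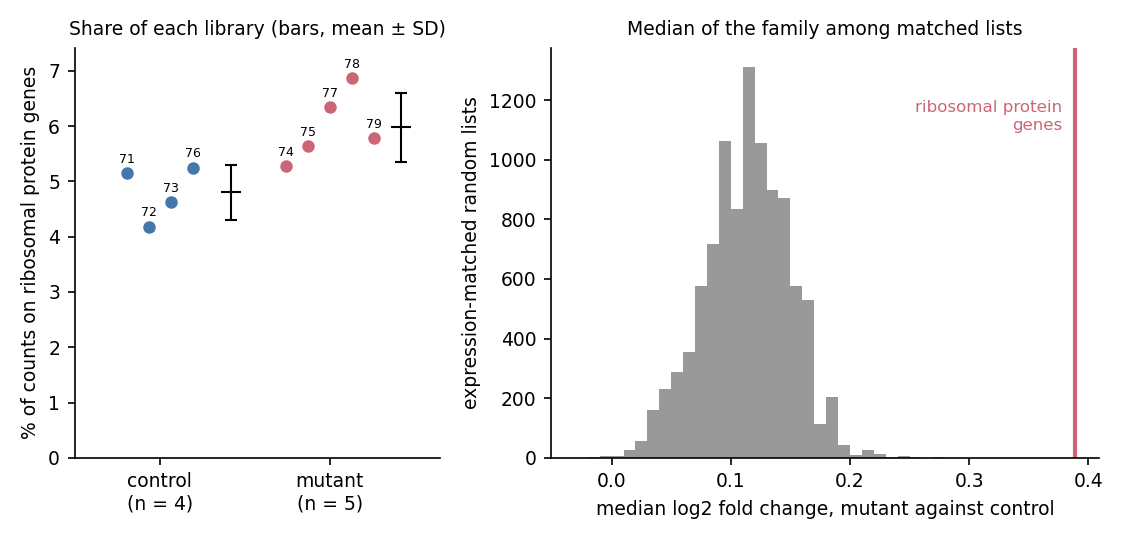
Share of counts on ribosomal protein genes in each library of sorted SIX2 progenitors, in percent (left; points, libraries with their replicate numbers; bars, mean ± SD of 4 control and 5 mutant libraries), and the median log2 fold change of the family, mutant against control, as a line over a histogram of the medians of 10000 random lists matched on mean expression (right). The median of the family, 0.39, lies to the right of the histogram.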

Taken together, our data suggest that despite the reduction in SIX2 progenitor proliferation, the activity of growth factor–associated signaling pathways involved in nephron progenitor maintenance and expansion was not decreased in *Six2-Qpc*^−/−^ kidneys.

### *Six2-Qpc*^−/−^ kidneys are characterized by a reduction in TCA cycle intermediates and amino acids

Because amino acids are critical for cell growth, we investigated whether *Qpc* inactivation altered amino acid metabolism in the developing kidney. 

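Figure 7a lists genes of amino acid transport, amino acid synthesis and tRNA charging, and their counts in the sorted cells were compared in the same fit. All 29 genes marked in the figure as higher had a higher fitted value in mutant cells, with a median log2 fold change of 0.88 and a range from 0.37 to 2.85. For 26 of them the adjusted p-value was under 0.05, and all 29 passed when adjusted over the list alone, which is not independent evidence for a list chosen on these samples. The genes that did not pass were *Nos1*, *Slc7a11* and *Arg2*, with adjusted p-values of 0.0544, 0.0637 and 0.0714. The number ranged from 24 with 1 surrogate variable to 29 with DESeq2, and from 23 to 29 when 1 library was left out. All 10 genes marked as lower were lower with an adjusted p-value under 0.05, with log2 fold changes between −1.34 and −0.37, and all 10 passed when adjusted over the list alone. Leaving out control replicate 73, control replicate 72 or mutant replicate 78 brought that number to 5, 6 and 6. Both lists moved as sets (camera, p = 1.63e-34 for the higher and 7.64e-10 for the lower genes; fry, p = 0.000118 and 2.03e-06; exact permutation test of the mean log2 CPM per library, p = 0.00794 for each list). Since the study marked these genes by their change in these samples, the set tests are not independent evidence either. The 9 genes that the figure leaves unmarked were also higher in mutant cells, and 7 of them passed the threshold.
*Asns* (chromosome 6, 7675169 to 7693254) had 39.4 ± 8.23 CPM (SD, n = 4) in control and 285 ± 85.8 CPM (SD, n = 5) in mutant libraries, a log2 fold change of 2.85 (standard error 0.24, adjusted p = 6.88e-05, edgeR). *Slc7a7* (chromosome 14, 54369444 to 54409472) rose from 4.63 ± 1.19 to 11.8 ± 5.43 CPM (SD), a log2 fold change of 1.35 (standard error 0.30, adjusted p = 0.0121, edgeR), and without mutant replicate 75 the change was 1.03. *Slc7a7* overlaps the more abundant gene *Oxa1l* on the opposite strand over 226 bp, so reads there cannot be assigned with certainty. *Nars* (chromosome 18, 64499665 to 64516557) rose from 267 ± 3.42 to 491 ± 65.2 CPM (SD), a log2 fold change of 0.88 (standard error 0.12, adjusted p = 0.000886, edgeR). The genotypes did not overlap for these 3 genes.

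**Figure D4:**
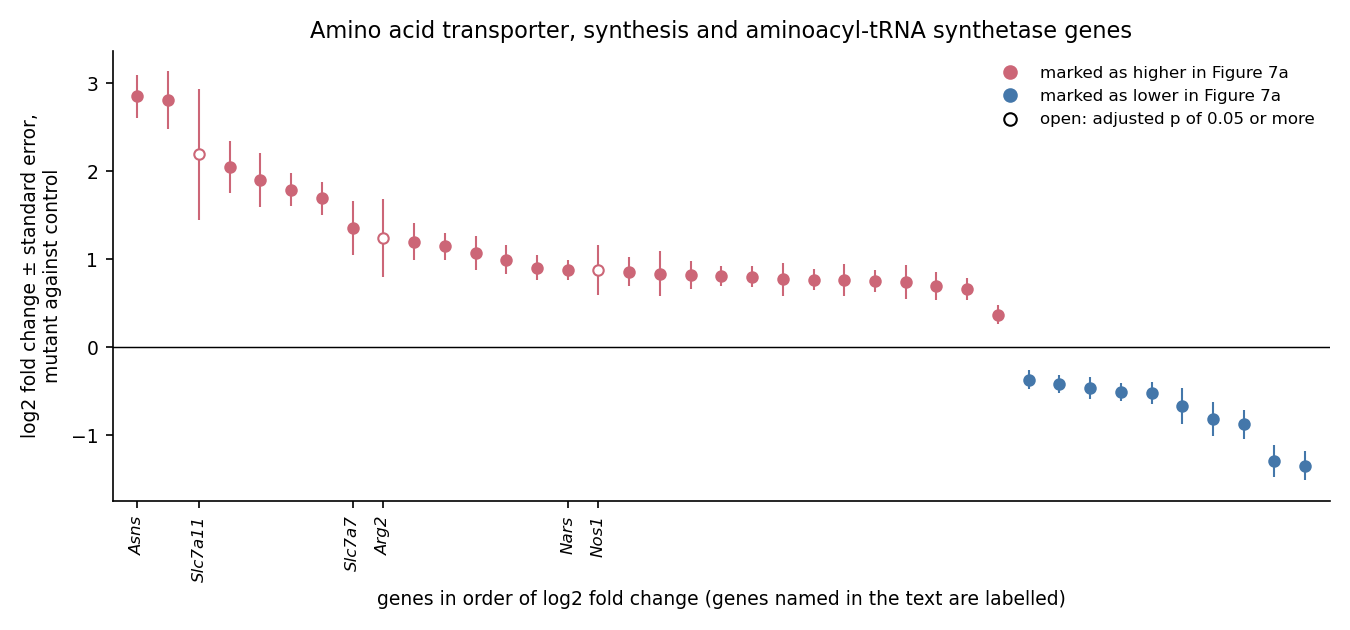
Log2 fold change, mutant against control, of the genes marked in Figure 7a in sorted SIX2 progenitors. Each point is a gene with its standard error, in order of log2 fold change and with the genes named in the text labelled, coloured by how the paper's figure marks it, and open points have an adjusted p-value of 0.05 or more; the 29 genes marked as higher lie above 0 and the 10 marked as lower lie below 0.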

Transcriptomic analysis of *Qpc*^−/−^ SIX2 progenitors revealed that genes encoding amino acid transporters, amino acid synthetases, and aminoacyl-tRNA synthetases were differentially expressed; 29 genes were significantly upregulated, including asparagine synthetase (*Asns*), solute carrier family 7 member 7 (*Slc7a7*, also known as y+L amino acid transporter 1), and nuclear encoded asparaginyl-tRNA synthetase (*Nars*), and 10 were downregulated (Figure 7a).

We next used mass spectrometry to examine amino acid levels in whole kidney lysates from *Six2-Qpc*^−/−^ mutants. We found that tissue levels of 9 from 17 amino acid species analyzed were significantly decreased in *Six2-Qpc*^−/−^ kidneys compared with control (Figure 7b). These included the nonessential amino acids glutamic acid, aspartic acid, and asparagine, which are converted from TCA cycle intermediates α-ketoglutarate and oxaloacetate, but not serine and alanine, which are derived from glycolysis intermediates pyruvate and glyceraldehyde 3-phosphate.^27^ Aspartic acid and glutamic acid are directly involved in purine and pyrimidine synthesis and the cell’s ability to produce nucleotides.^28^ Tissue levels of aspartic acid and glutamic acid were reduced by approximately 50% and approximately 30%, respectively, oxaloacetate levels by approximately 65%, and α-ketoglutarate levels by approximately 40%, whereas pyruvate levels did not change. Purine and pyrimidine nucleotides adenosine, guanosine, inosine, cytidine, and uridine were reduced by approximately 25%–50% (Figure 7 and Supplementary Figure S8).

Amino acid deficiency induces activating transcription factor 4 (ATF4), a key effector of the integrated stress response to support protein synthesis for cell growth.^29,30^ 

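The stress response genes *Atf3*, *Trib3* and *Ddit3* were measured in the same sorted cells as *Asns*, *Slc7a7* and *Nars*. *Atf3* (chromosome 1, 191170296 to 191183340) had 3.69 ± 0.568 CPM (SD, n = 4) in control and 18.3 ± 8.93 CPM (SD, n = 5) in mutant libraries, a log2 fold change of 2.31 (standard error 0.35, adjusted p = 0.00172, edgeR). *Trib3* (chromosome 2, 152337422 to 152344032) rose from 3.31 ± 1.60 to 24.3 ± 9.36 CPM (SD), a log2 fold change of 2.88 (standard error 0.35, adjusted p = 0.000525, edgeR). *Ddit3* (chromosome 10, 127290774 to 127296288) rose from 44.4 ± 12.1 to 142 ± 14.2 CPM (SD), a log2 fold change of 1.67 (standard error 0.17, adjusted p = 0.000271, edgeR). *Ddit3* overlaps *Mars* on the opposite strand over 68 bp. In all 6 genes, every mutant library was above every control library. All 6 had an adjusted p-value under 0.05, over all genes tested and when adjusted over the list alone, in every alternative tried and with any 1 library left out. The list was named by the study from these samples, so neither these counts nor the set tests that follow are independent evidence. As a set, the 6 genes were higher than other genes (camera, p = 1.45e-17; fry, p = 4.21e-07; exact permutation test of the mean log2 CPM per library, p = 0.00794).

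**Figure D5:**
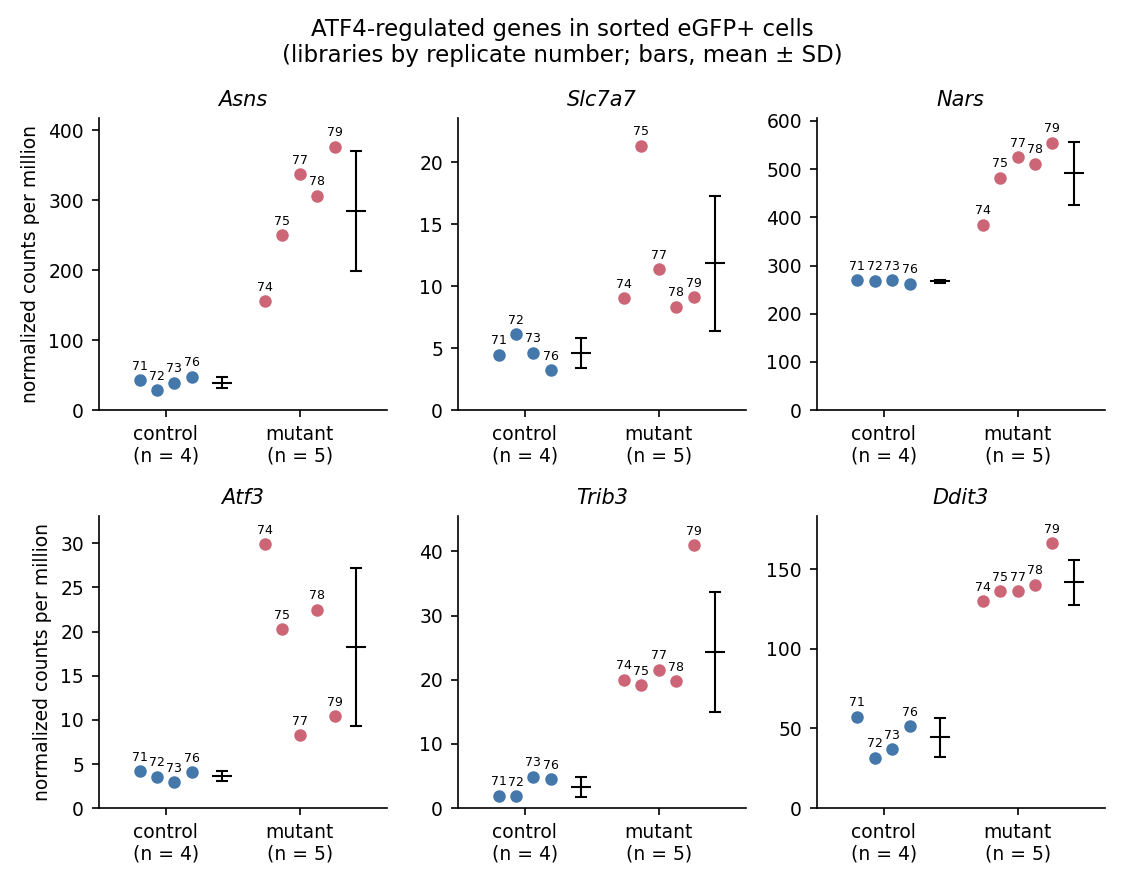
CPM of *Asns*, *Slc7a7*, *Nars*, *Atf3*, *Trib3* and *Ddit3* in each library of sorted SIX2 progenitors. Points are libraries with their replicate numbers, and bars show the mean ± SD of 4 control and 5 mutant libraries; the genotypes do not overlap for any of the 6 genes.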

In line with ATF4’s role in integrated stress response, amino acid metabolism, and nutrient sensing, we found increased transcript levels of ATF4-regulated stress response genes in *Qpc*^−/−^ SIX2 progenitor cells, which included *Asns*, *Slc7a7*, *Nars*, ATF3 (*Atf3*), tribbles pseudokinase 3 (*Trib3*), and DNA damage inducible transcript 3 (*Ddit3*; Figure 7 and Supplementary Figure S9).^31–34^ Taken together, our findings suggest that *Six2-Qpc*^−/−^ kidneys were characterized by depletion of TCA cycle intermediates and amino acid deficiency, which in turn resulted in reduced purine and pyrimidine synthesis and activation of ATF4-mediated stress responses.

## DISCUSSION

Here we investigated that the role of mt electron transport in kidney development and homeostasis by genetically inactivating mt complex III subunit QPC. We found that disruption of mt electron transport in SIX2 progenitors but not in UB epithelium resulted in severely dysplastic kidneys due to the failure of SIX2 progenitors to expand and undergo MET. Decreased proliferation of *Qpc*^−/−^ SIX2 progenitor cells was associated with a reduction in kidney TCA cycle metabolites limiting amino acid and nucleotide synthesis.

Although the effects of *Qpc* inactivation in SIX2 progenitors on kidney development are dramatic, the effects of homozygous *Qpc* inactivation in the adult kidney are less clear and will have to be studied experimentally with genetically inducible models. Common kidney manifestations of mt electron transport defects in patients include tubulointerstitial injury and isolated tubular dysfunction, for example, Fanconi’s syndrome, or renal tubular acidosis.^35–37^ Nephrotic syndrome is less common and frequently involves defects in coenzyme Q10 synthesis.^36^ Primary mt complex III deficiencies, such as mutations in mitochondrially encoded cytochrome b, mt complex III assembly protein BCSL1 (BCS1 homolog, ubiquinol-cytochrome c reductase complex chaperone), or QPC, are rare. They can affect multiple organ systems with varying complexity and severity, for example, hepatic failure and encephalopathy associated with tubulointerstitial disease in patients with BCSL1 mutations, and may result in infantile lethality.^38–43^ Homozygosity for a nonlethal, autosomal recessive missense mutation in QPC has been described in 25 related individuals with severe psychomotor retardation and lactic acidosis; however, a kidney phenotype was not reported in these patients.^40^ Whereas the complete loss of QPC function in humans is likely to result in early embryonic lethality, it is unclear whether QPC haploinsufficiency predisposes to or causes disease. Although we have not observed a spontaneous kidney disease phenotype in mice that lack 1 copy of *Qpc* in SIX2-derived kidney epithelial cells, it plausible that *Six2-Qpc*^+/−^ heterozygotes might be more susceptible to kidney injury. This possibility is currently under investigation in our laboratory.

Defective nephrogenesis in *Six2-Qpc*^−/−^ mutants is likely to result from multiple mechanisms including the metabolic consequences of TCA cycle suppression and possibly the reduced oxidative phosphorylation–dependent production of mt ATP. Studies in pluripotent stem cells have shown that the initiation of cellular differentiation is associated with a switch from glycolysis to mt oxidative metabolism.^44^ These observations are in line with our findings and the observation that inhibition of glycolysis in SIX2 progenitor cells promoted their differentiation, resulting in SIX2 progenitor depletion.^45^ In contrast, an increase in glycolytic flux generated by hypoxia-inducible factor activation resulted in an expansion of the SIX2 progenitor cell pool and inhibited nephron progenitor cell differentiation, which was associated with decreased nephron numbers.^46^ Increased glycolysis is a metabolic hallmark of proliferating cells and not only supports anaerobic ATP generation but also shunts intermediary metabolites into anabolic pathways, such as the pentose phosphate pathway.^44,47^

Our data suggest that mt ATP generation is not required for UB differentiation and development of the kidney collecting system, which is metabolically different from the proximal nephron. Mitochondrial density, as assessed by the distribution of mitochondrial enzymes along the nephron, is low in collecting tubules and high in the proximal tubule and loop of Henle.^48^ Furthermore, collecting duct segments are highly glycolytic and characterized by increased lactate production, particularly in the inner medulla, which is known to be hypoxic with tissue pO_2_ levels of <10 mm Hg.^49,50^ It is therefore conceivable that the development of the kidney collecting system is less susceptible to disruptions of mt oxidative metabolism due to its baseline glycolytic profile. To what degree *Qpc* inactivation in UB epithelial cells suppresses TCA cycle flux is not clear from our study. Because TCA cycle flux is dependent on the availability NAD^+^, the degree of TCA cycle suppression in *Qpc*-deficient cells will depend on the degree of mt NAD^+^ depletion. It is possible that UB epithelial cells generate adequate amounts of NAD^+^ from sources other than mt electron transport, permitting TCA cycle reactions to occur at sufficient rates. NAD^+^/NADH ratios, TCA cycle metabolite concentrations, and glycolytic flux measurements would have to be studied in UB cells specifically to test these hypotheses. Although the formation of the kidney collecting system was not inhibited, kidneys from *Hoxb7-Qpc*^−/−^ mice were smaller. Therefore, we cannot exclude that mt electron transport chain disruption had effects on UB epithelial cell proliferation. Alternatively, complex III deficiency in UB progenitors may have impacted on UB-CM reciprocal interactions and signaling, the degree of which is unclear and warrants further investigation. However, despite smaller kidneys, blood urea nitrogen levels in adult *Hoxb7-Qpc*^−/−^ mice were within normal limits.

Mitochondria are complex metabolic signaling organelles where electron transport intersects with multiple pathways, including TCA cycle, amino acid, fatty acid, glucose, and 1 carbon metabolism.^1–3^ Beyond the generation of ATP, dysregulated mt electron transport impacts on ROS production, cellular redox state, that is, the NAD^+^/NADH ratio, apoptosis, proliferation, and cellular differentiation. Several studies have demonstrated that inhibition of complex I or III reduces cellular proliferation.^51–54^ One of the proposed mechanisms by which this occurs is the reduction in aspartate synthesis, which is critical for the generation of nucleotides and is constrained by low NAD^+^ levels.^55,56^ In line with these observations are our findings of decreased oxaloacetate and aspartate levels in *Six2-Qpc*^−/−^ kidneys, which is likely to have contributed to the reduced proliferation of *Qpc*^−/−^ SIX2 progenitors. In addition to aspartate, *Six2-Qpc*^−/−^ kidneys were characterized by reductions in glutamic acid, asparagine, arginine, and the essential amino acids valine, leucine, isoleucine, histidine, methionine, and threonine. Consistent with our findings in *Six2-Qpc*^−/−^ kidneys, depletion of both essential and nonessential amino acid was found in *Qpc*-deficient lung endothelial cells.^54^ A reduction in cerebral amino acids was also described in mice with genetic inactivation of mt complex I subunit NDUFS4, which develop clinical manifestations of Leigh syndrome, a pediatric neurological disorder characterized by progressive psychomotor regression.^57^ However, we recognize that differences in cellular composition between control and mutant kidneys may limit the interpretation of our metabolic analysis by mass spectrometry.

*Six2-Qpc*^−/−^ kidneys were characterized by a relative increase in mTORC1 activity compared with control. mTOR functions as a serine/threonine protein kinase that integrates input from upstream growth factor receptors with cellular ATP and amino acid availability. mTOR activation promotes protein synthesis, cell proliferation, and survival, whereas conditions of energy stress or limited nutrient availability inhibit mTOR signaling.^58,59^ Although counterintuitive, mTOR activity was not downregulated but increased in *Six2-Qpc*^−/−^ kidneys. We suggest that this could be the result of continued growth factor stimulation of CM progenitors, indicating that mTOR regulation is uncoupled from amino acid sensing in*Six2-Qpc*^−/−^ kidneys.

In summary, our studies establish a differential role for mt electron transport in the proliferation and differentiation of kidney progenitor cells. Our data identify critical links between mt electron transport, TCA cycle, amino acid, and nucleotide synthesis that regulate CM progenitor maintenance and differentiation (Figure 8). Pharmacologic targeting of metabolic pathways may therefore be useful for therapeutic manipulations of nephrogenesis to enhance nephron endowment.

## Supplementary Material

Guan_et_al_Supp_Mat Supplementary Methods.
**Figure S1.** Nephron formation is defective in *Six2-Qpc*^−/−^ mutant mice (associated with Figures 1 and 2).
**Figure S2.** Nephron segment–specific gene expression at age embryonic day (E) 15.5 (associated with Figure 2).
**Figure S3.** *Qpc* inactivation in the ureteric bud trunk and tip (associated with Figure 3).
**Figure S4.** Analysis of *Hoxb7-Qpc*^−−^ mutants at age postnatal day (P) 0 (associated with Figure 3).
**Figure S5.** Apoptosis is not increased in *Six2-Qpc*^−/−^ mutants (associated with Figure 5).
**Figure S6.** *Qpc* inactivation in SIX2 progenitors does not increase reactive oxygen species (ROS) levels (associated with Figure 5).
**Figure S7.** Growth factor–activated signaling pathways are not downregulated in *Six2-Qpc*^−/−^ kidneys (associated with Figure 6).
**Figure S8.** Purine and pyrimidine metabolites are reduced in *Six2-Qpc*^−/−^ kidneys (associated with Figure 7).
**Figure S9.** Activation of activating transcription factor 4 (ATF4)–mediated stress responses in *Six2-Qpc*^−/−^ kidneys (associated with Figure 7).
**Table S1.** Primer sequences.
**Table S2.** Primary antibodies used for immunohistochemistry, immunofluorescence, or immunoblotting.
Supplementary References.

## Figures and Tables

**Figure 1 |:**
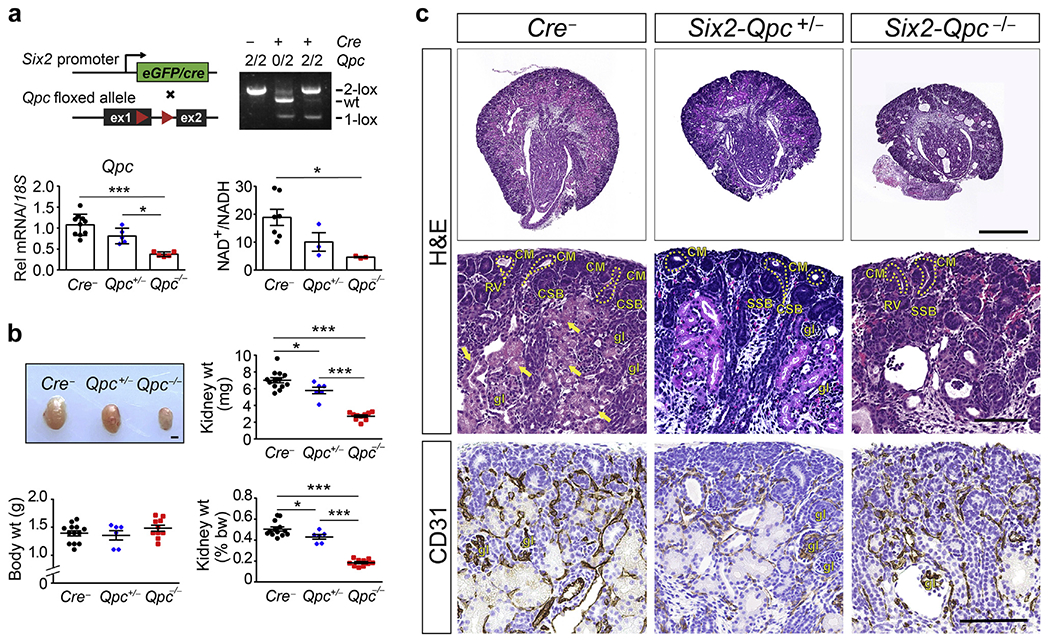
Conditional inactivation of mitochondrial complex III subunit QPC in SIX2 nephron progenitor cells results in severe kidney dysplasia. (**a**) Upper panels: schematic illustrating the experimental approach and location of targeted sequences within the conditional *Qpc* allele; loxP sites are depicted by red arrows. Polymerase chain reaction (PCR) analysis of total genomic DNA isolated from *Cre*^−^ littermate controls, *Six2-Qpc*^+/−^ and *Six2-Qpc*^−/−^ kidneys at postnatal day (P) 0. The genotype of mice is indicated; the number 2 represents the 2-lox non-recombined allele, and the plus and minus signs indicate the presence or absence of the *Cre* transgene. Lower-left panel: *Qpc* transcript levels in control, *Six2-Qpc*^+/−^ and *Six2-Qpc*^−/−^ kidneys at age P0 analyzed by quantitative real-time PCR (n = 5–6). Lower-right panel: NAD+/NADH ratio in whole kidney tissues (n = 3–5). (**b**) Macroscopic images of kidneys from *Cre*^−^ littermate control, *Six2-Qpc*^+/−^ and *Six2-Qpc*^−/−^ mutants at age P0. Bar = 1 mm. Kidney weight (wt), body weight, and kidney/body weight ratio at P0 (n = 8). (**c**) Representative images of kidney sections from control, *Six2-Qpc*^+/−^ and *Six2-Qpc*^−/−^ mice at age P0 stained with hematoxylin and eosin (H&E) and immunohistochemistry (IHC) for cluster of differentiation 31 antigen (CD31). Ureteric buds are outlined by dashed lines. Bar = 500 μm for the top panel and 100 μm for H&E stains and IHC sections. Data are presented as mean ± SEM; Student’s *t* test, 2-tailed, *P < 0.05, **P < 0.01, and ***P < 0.001. *18S,* 18S ribosomal RNA; CM, cap mesenchyme; CSB, comma-shaped body; gl, glomerulus; NAD, nicotinamide adenine dinucleotide; NADH, reduced nicotinamide adenine dinucleotide; Rel, relative; RV, renal vesicle; SSB, S-shaped body. To optimize viewing of this image, please see the online version of this article at www.kidney-international.org.

**Figure 2 |:**
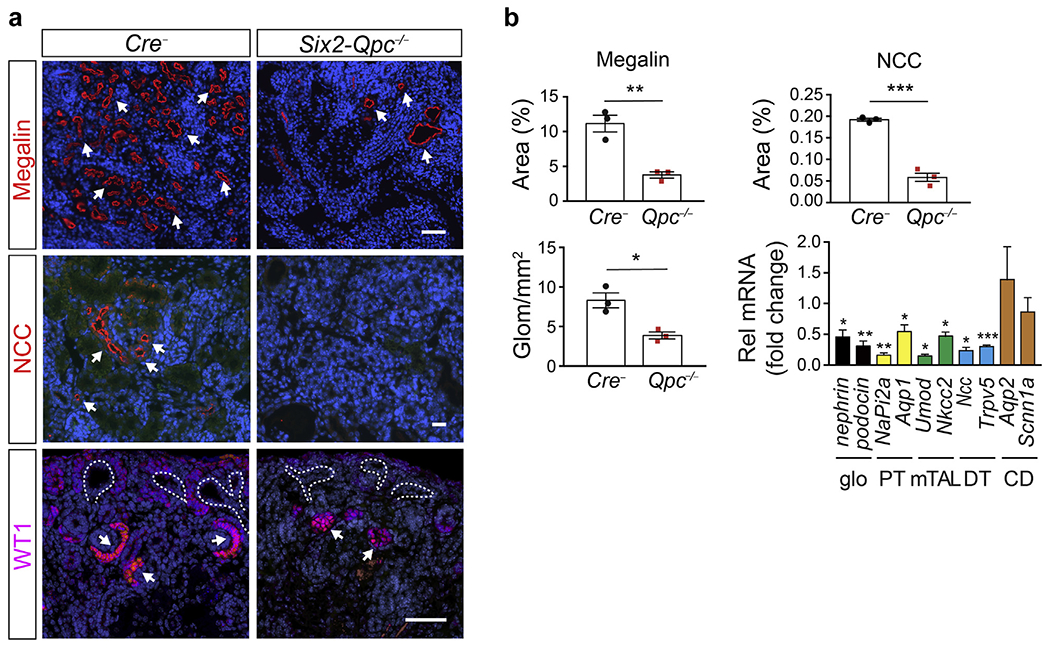
Nephron formation is defective in *Six2-Qpc*^−/−^ mutant mice. (**a**) Shown are representative immunofluorescence images of formalin-fixed, paraffin-embedded kidney sections from *Cre*^−^ littermate control and *Six2-Qpc*^−/−^ mice at age postnatal day (P) 0, stained for megalin, thiazide-sensitive sodium chloride cotransporter (NCC), and Wilms tumor 1 protein (WT1). Ureteric buds are outlined by dashed white lines. The white arrows identify positive staining. Bar = 50 −m. (**b**) Quantification of megalin-NCC–expressing nephron segments and glomeruli in control and *Six2-Qpc*^−/−^ mice. Shown is positively stained area or number of glomeruli (Glom) per mm^2^. Glomerular and nephron segment–specific gene expression in total kidney homogenates from *Six2-Qpc*^−/−^ mutants at age P0. Gene expression was compared with *Cre*^−^ littermate controls and expressed as fold change (n = 5 each). Data represent mean ± SEM; Student’s *t* test, 2-tailed, *P < 0.05, **P < 0.01, and ***P < 0.001. *Aqp1,* aquaporin 1; *Aqp2,* aquaporin 2; CD, collecting duct; DT, distal tubule; glo, glomerular; mTAL, medullary thick ascending loop of Henle; *NaPi2a*, sodium-phosphate cotransporter 2A; *Nkcc2,* sodium-potassium-chloride cotransporter 2; PT, proximal tubule; Rel, relative; *Scnn1a*, epithelial sodium channel 1 alpha subunit; *Trpv5,* transient receptor potential cation channel subfamily V member 5; *Umod*, uromodulin. To optimize viewing of this image, please see the online version of this article at www.kidney-international.org.

**Figure 3 |:**
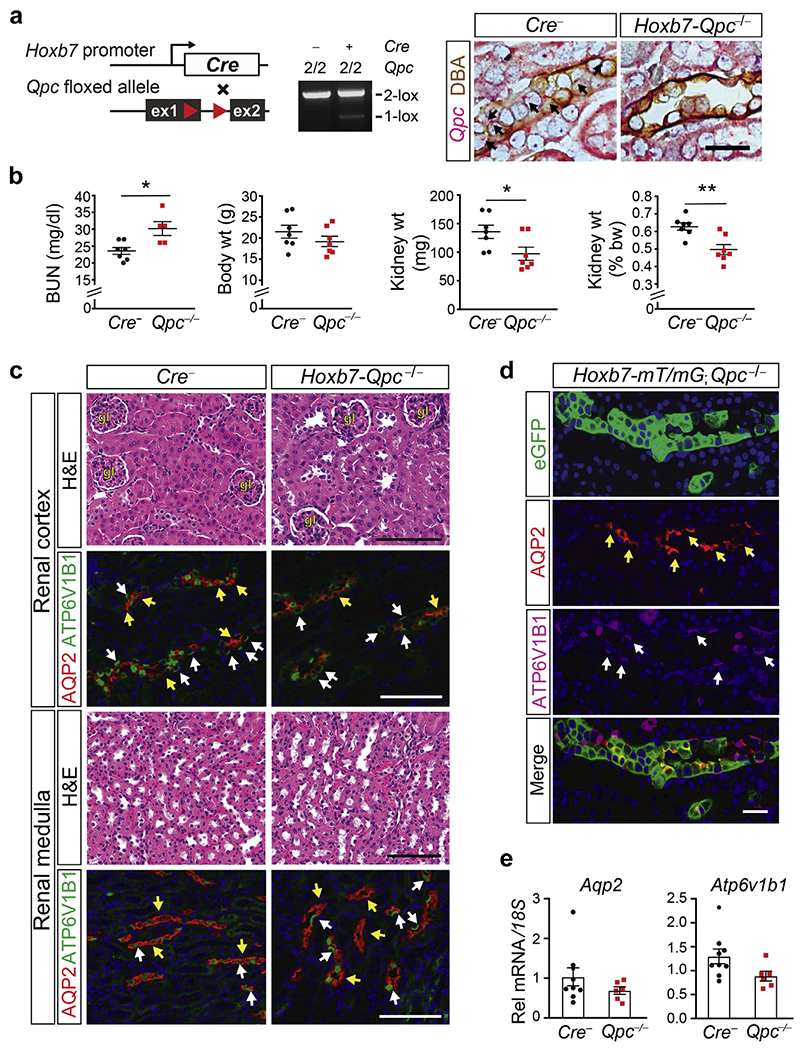
Mitochondrial electron transport is dispensable for ureteric epithelial differentiation. (**a**) Schematic illustrating experimental approach and location of targeted sequences within the floxed *Qpc* allele; loxP sites are depicted by red arrows. Polymerase chain reaction (PCR) analysis of total genomic DNA isolated from littermate control and *Hoxb7-Qpc*^−/−^ 6-week-old kidneys. The genotype of mice is indicated; the 2-lox non-recombined allele is represented by the number 2; plus and minus signs indicate the presence or absence of the *Cre* transgene. Right panel: *Qpc* mRNA detected by colorimetric RNA *in situ* hybridization in *Cre*^−^ littermate control and *Hoxb7-Qpc*^−/−^ kidneys. Kidney sections were costained with dolichos biflorus agglutinin (DBA) lectin; the black arrows depict *Qpc* transcripts (red signal). Bar = 25 μm. (**b**) Blood urea nitrogen (BUN), total body weight (wt), kidney weight, and kidney/body weight ratio for control and *Hoxb7-Qpc*^−/−^ mutants at age 6 weeks (n = 7). (**c**) Representative hematoxylin and eosin (H&E) and immunofluorescence (IF) images of kidney sections from 6-week-old control and *Hoxb7-Qpc*^−/−^ mice. IF staining for collecting duct markers aquaporin 2 (AQP2) and ATPase H^+^ transporting V1 subunit B1 (ATP6V1B1). The yellow arrows depict AQP2^+^ cells, and the white arrows identify ATP6V1B1^+^ cells. Bar = 100 μm. (**d**) Representative images of kidney sections from 6-week-old *Hoxb7-mT/mG;Qpc*^−/−^ mice stained by IF for enhanced green fluorescent protein (eGFP), AQP2, and ATP6V1B1; the yellow arrows depict AQP2^+^ cells, and the white arrows identify ATP6V1B1^+^ cells; the presence of eGFP indicates recombination of the Cre reporter allele (*mT/mG*). Bar = 25 μm. (**e**) Analysis of *Aqp2* and *Atp6v1b1* transcript levels in kidneys from 6-week-old *Cre*^−^ littermate control and *Hoxb7-Qpc*^−/−^ kidneys by quantitative real-time PCR (n = 6–8). Data are expressed as mean ± SEM; Student’s *t* test, 2-tailed, *P < 0.05, **P < 0.01. *18S,* 18S ribosomal RNA; Rel, relative. To optimize viewing of this image, please see the online version of this article at www.kidney-international.org.

**Figure 4 |:**
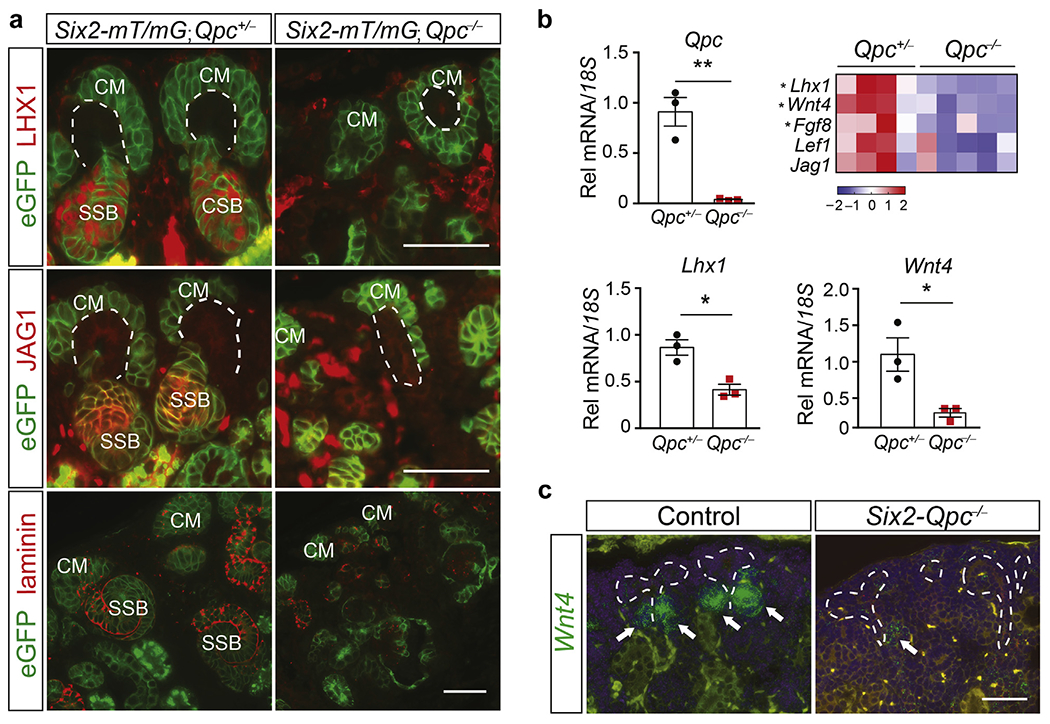
Inactivation of mitochondrial complex III subunit QPC in SIX2 nephron progenitors inhibits mesenchyme to epithelial transition. (*a*) Representative immunofluorescence images of kidney sections from *Six2-mT/mG;Qpc*^−/−^ and *Six2-mT/mG;Qpc*^−/−^ mice at age postnatal day (P) 0, costained for green fluorescent protein (eGFP) and LIM homeobox 1 (LHX1), Jagged 1 (JAG1), or laminin. eGFP expression indicates recombination of the Cre reporter allele *(mT/mG).* Ureteric buds are outlined by dashed white lines. Bar = 50 μm. (**b**) Expression levels of genes associated with mesenchymal epithelial transition and nascent nephron formation in *Six2-eGFP/cre*–expressing cells; cells were isolated by fluorescence-activated cell sorting from *Six2-Qpc*^+/−^ control and *Six2-Qpc*^−/−^ mutant mice at age embryonic day 18.5 (n = 4 and 5, respectively); heat map generated by RNA-seq analysis. *Qpc, Lhx1,* and wingless-type MMTV integration site family, member 4 *(Wnt4)* transcript levels were validated by quantitative real-time polymerase chain reaction (n = 3). (**c**) RNA fluorescent *in situ* hybridization analysis of *Wnt4* expression (white arrows) in kidney sections from *Cre*^−^ control littermates and *Six2-Qpc*^−/−^ kidneys at age P0. Ureteric buds are outlined by dashed white lines. Bar = 50 μm. Data are expressed as mean ± SEM; Student’s *t* test; 2-tailed, *P < 0.05, **P < 0.01. *18S,* 18S ribosomal RNA; CM, cap mesenchyme; CSB, comma-shaped bodies; *Fgf8,* fibroblast growth factor 8; *Lef1*, lymphoid enhancer-binding factor 1; Rel, relative; SSB, S-shaped bodies. To optimize viewing of this image, please see the online version of this article at www.kidney-international.org.

**Figure 5 |:**
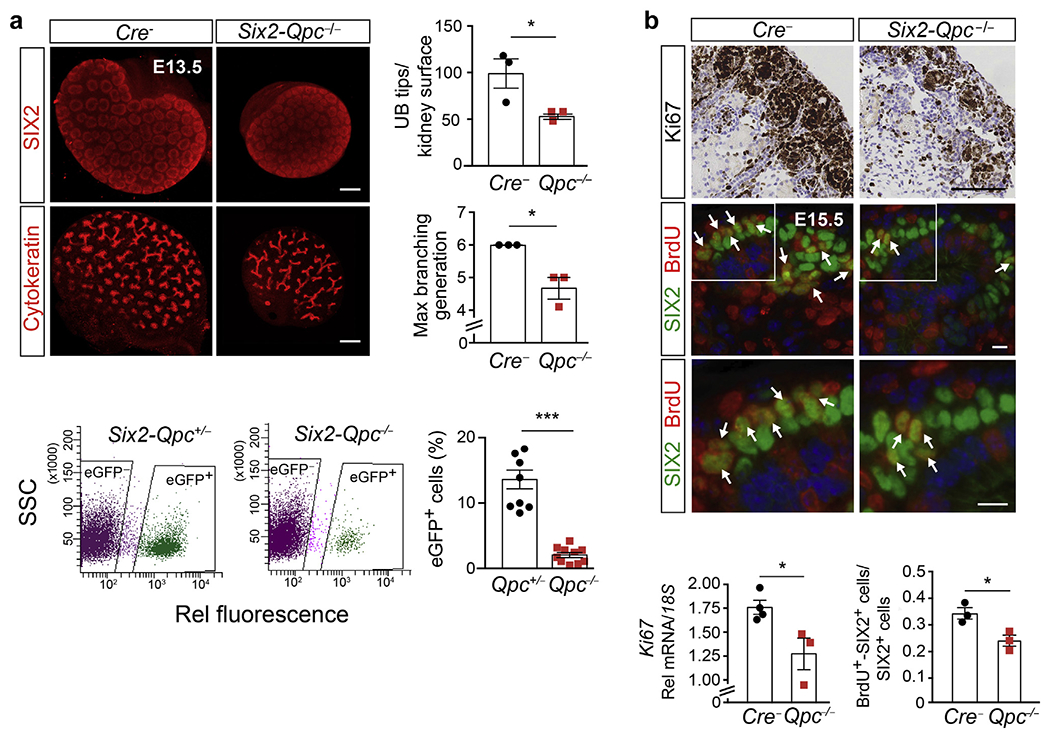
SIX2 progenitor proliferation is reduced in *Six2-Qpc*^−/−^ kidneys. (**a**) Representative immunofluorescence (IF) images of whole mounts from *Cre*^−^ littermate control and mutant *Six2-Qpc*^−/−^ kidneys at age embryonic day (E) 13.5, stained for SIX2 and cytokeratin. Shown on the right are ureteric bud (UB) tip numbers per kidney surface and maximal branching generations per kidney in control and mutant mice. Bar = 500 μm. Lower panels: quantification of *Six2-eGFP/cre*–expressing cells (eGFP^+^) inheterozygous control (*Six2-Qpc*^+/−^) and mutant *Six2-Qpc*^−/−^ kidneys at age E18.5. The number of eGFP^+^ cells is expressed as percentage of the total number of cells analyzed by fluorescence-activated cell sorting. Gating for *Six2-Qpc*^+/−^ and *Six2-Qpc*^−/−^ is shown on the right. The possibility of capturing differentiating *Qpc*^+/−^ cells with low GFP expression cannot be completely excluded. (**b**) Right upper panels: proliferative activity in *Six2-Qpc*^−/−^ kidneys, assessed by Ki67 immunohistochemistry (IHC) at age postnatal day 0 and bromodeoxyuridine (BrdU) labeling at age E15.5. The white arrows depict cells double positive for BrdU and SIX2. Right lower panels: *Ki67* transcript levels in whole kidney homogenates and ratio of BrdU/SIX2 double-positive cells (SIX2^+^BrdU^+^) to total number of SIX2^+^ cells in control and mutant kidneys. Bar = 100 μm for Ki67 IHC images, and Bar = 10 μm for BrdU IF images. Data are expressed as mean ± SEM; Student’s *t* test, 2-tailed, *P < 0.05 and ***P < 0.001. *18S*, 18S ribosomal RNA; Rel, relative. To optimize viewing of this image, please see the online version of this article at www.kidney-international.org.

**Figure 6 |:**
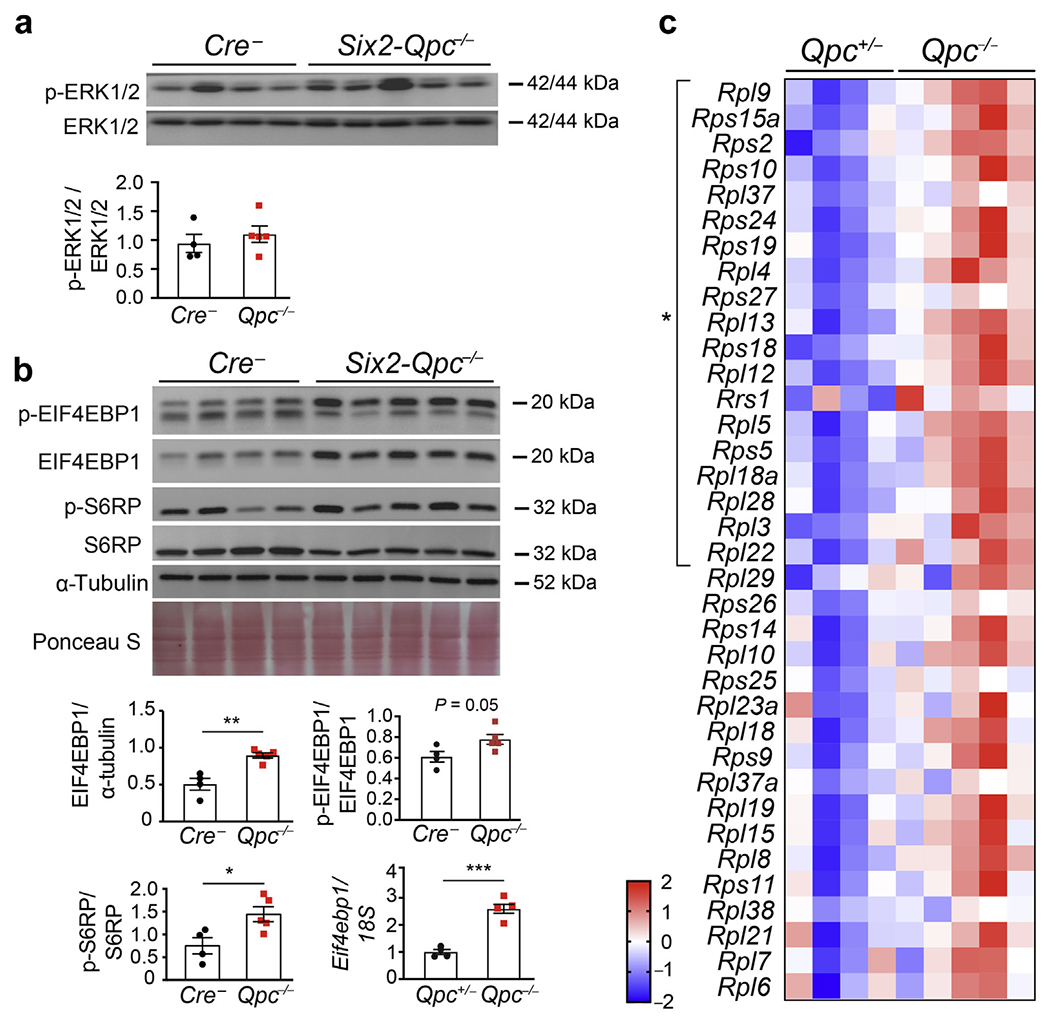
Growth factor–associated signaling pathways are activated in *Six2-Qpc*^−/−^ kidneys. (**a**) Phospho (p)-extracellular signal–regulated kinase (ERK)1/2 and total ERK1/2 protein levels in whole kidney lysates from *Cre*^−^ littermate control littermate and *Six2-Qpc*^−/−^ mutants at postnatal day (P) 0. Lower panel: ratio of p-ERK1/2 to ERK1/2 protein levels. (**b**) Immunoblot analysis of eukaryotic translation initiation factor 4E-binding protein 1 (EIF4EBP1), phospho (p)-EIF4EBP1, ribosomal protein S6 (S6RP), phospho (p)-S6RP, and α-tubulin in whole kidney lysates from *Cre*^−^ littermate control and *Six2-Qpc*^−/−^ mutant mice at age P0. Ponceau S staining to assess protein loading. Lower panels: EIF4EBP1/α-tubulin, p-EIF4EBP1/EIF4EBP1, and p-S6RP/S6RP ratios. Relative transcript levels of *Eif4ebp1* in *Six2-eGFP/cre–expressing* progenitor cells isolated from *Six2-Qpc*^+/−^ control and *Six2-Qpc*^−/−^ mice at age embryonic day (E) 18.5. (**c**) Relative expression levels of genes involved in ribosome biogenesis at E18.5; heat map generated by RNA-seq analysis of *Six2-eGFP/cre*–expressing progenitor cells isolated from heterozygous *Six2-Qpc*^+/−^ control and *Six2-Qpc*^−/−^ mutant mice (n = 4 and 5, respectively). Data are expressed as mean ± SEM; Student’s *t* test, 2-tailed, *P < 0.05, **P < 0.01, ***P < 0.001. *18S*, 18S ribosomal RNA.

**Figure 7 |:**
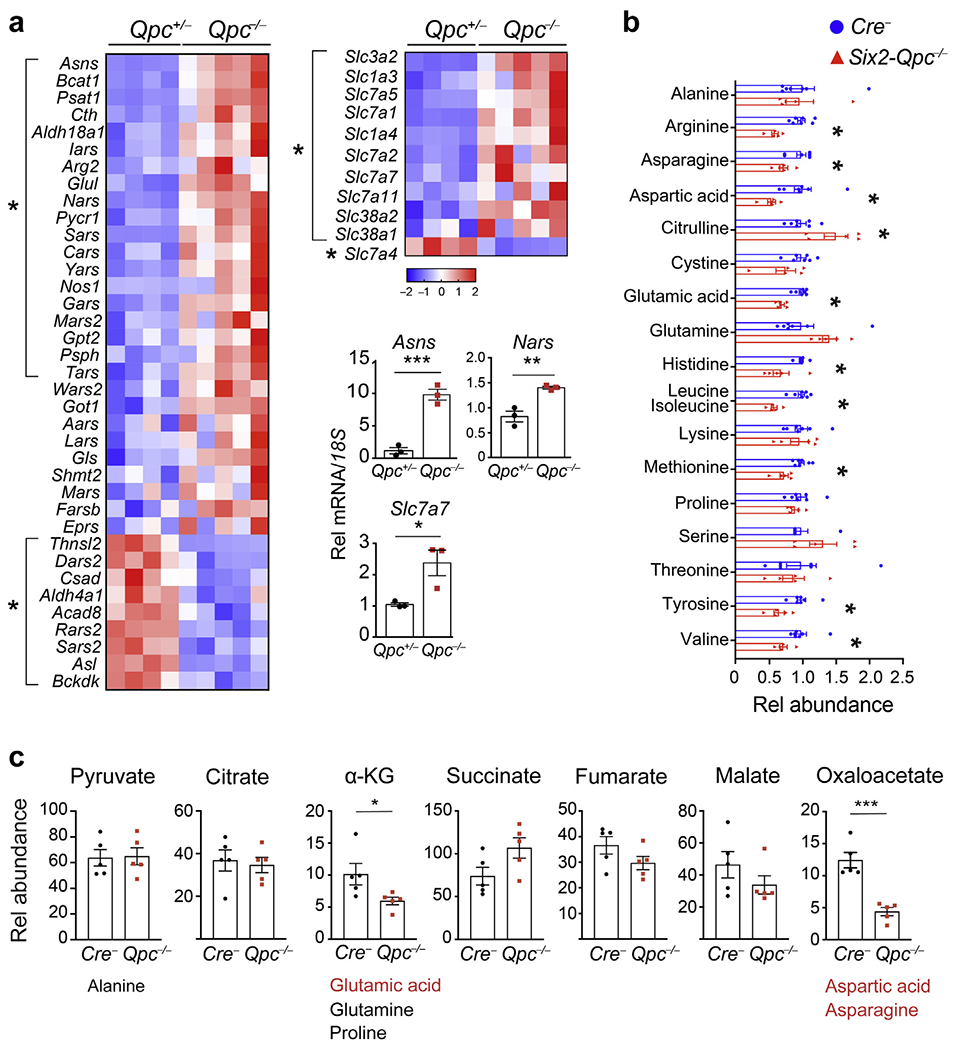
*Six2-Qpc*^−/−^ kidneys are characterized by amino acid deficiency. (**a**) Relative expression levels of genes involved in amino acid metabolism analyzed by RNA-seq at age embryonic day 18.5. *Six2-eGFP/cre*–expressing progenitor cells were isolated from heterozygous *Six2-Qpc*^+/−^ control and *Six2-Qpc*^−/−^ mice (n = 4 and 5, respectively). Lower-right panels: expression analysis of genes involved in asparagine synthesis, transport, and metabolism by quantitative real-time polymerase chain reaction; asparagine synthetase (*Asns*), solute carrier family 7 member 7 (*Slc7a7*, also known as y+L amino acid transporter 1), and nuclear encoded asparaginyl-tRNA synthetase (*Nars*). (**b**) Relative amino acid levels analyzed by mass spectrometry at age postnatal day 0; *Six2-Qpc*^−/−^ kidneys were compared with *Cre*^−^ littermate control kidneys (n = 5 and 7, respectively). (**c**) Relative levels of tricarboxylic acid cycle metabolites by mass spectrometry and metabolically associated nonessential aminoacids. Significantly decreased amino acids (n = 5) in *Six2-Qpc*^−/−^ kidneys are shown in red. Data are expressed as mean ± SEM; Student’s *t* test; 2-tailed,*P < 0.05, **P < 0.01, ***P < 0.001. *18S*, 18S ribosomal RNA; α-KG, α-ketoglutarate; Rel, relative.

**Figure 8 |:**
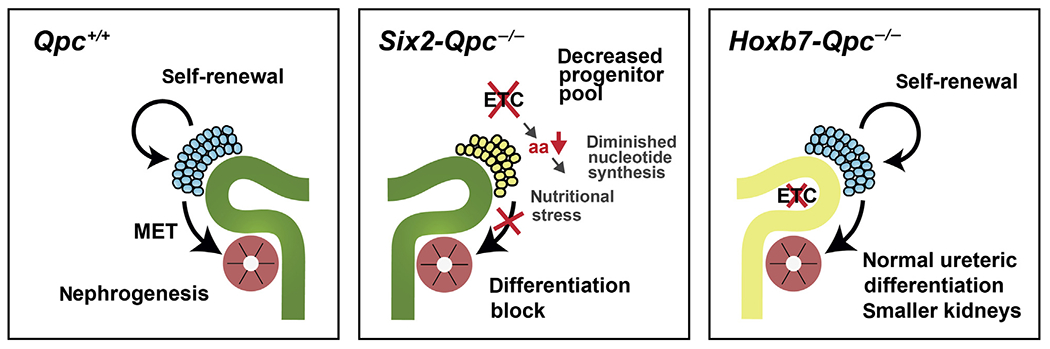
Schematic depicting the consequences of mitochondrial complex III disruption in kidney progenitors. Normal nephron development is governed by a delicate balance between nephron progenitor self-renewal and differentiation (left panel). Disruption of mitochondrial complex III in SIX2 progenitor cells is associated with amino acid (aa) depletion, reduced nucleotide synthesis, and inhibition of cap mesenchyme progenitor proliferation and differentiation, whereas disruption of mitochondrial complex III in HOXB7 ureteric progenitors does not block the development of the kidney’s collecting system. ETC, mitochondrial electron transport chain; MET, mesenchymal to epithelial transition.

How the deposited data were processed for this re-analysis (not part of the article)

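The deposited table covers RNA-seq of SIX2 progenitors sorted by eGFP from *Six2-Qpc*+/- control (n = 4) and *Six2-Qpc*-/- mutant kidneys (n = 5) at embryonic day 18.5, with 1 library per sample. The paper's text names no alignment, counting or testing tool for these data and refers to Supplementary Materials and Methods, which were not read here and may name them. The sample labels describe cDNA amplified from low-input RNA, poly(A) selection and libraries without strand information. No batch, litter or sex is given, and the replicate numbers do not pair control with mutant samples.

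The authors counted reads on each gene, and the table holds 1 column of counts per library. It also holds FPKM values, which the authors computed from these counts, the gene length and the summed counts of the library. A column of normalized signal per genotype is the mean of the authors' counts after division by median-of-ratios size factors, a log2 fold change, mutant against control, is moderated towards 0, and the p-value and adjusted p-value are those of the authors' comparison. Recomputing the signal columns from the counts gave values within 1% of the deposited ones for 100% of the genes. The counts of all 26858 genes were used for the values reported here; the authors' FPKM, signal, log2 and p-value columns were used only for these checks and for a comparison of calls. The gene identifiers are correct for the upper 16899 genes and run on as a series of numbers for the remaining 9959, so genes were matched to the lists by symbol. The table holds 27 symbols written as dates and 24 repeated symbols.

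Library totals ranged from 21040536 to 23986458 counts. Counting error is therefore small for abundant genes, and the spread between libraries sets the precision; for genes with few reads, such as *Lhx1* and *Twist1*, the reads per library are given with the values. Counts of 3 or fewer were treated as a floor.

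Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr on the genotype (14990 genes), libraries were normalized by TMM, and mutant was compared with control by the quasi-likelihood test with robust estimation. An adjusted p-value (Benjamini-Hochberg) under 0.05 was the threshold. The standard error is the log2 fold change divided by the square root of the test's F statistic. CPM are counts per 1000000 counts of the normalized library size. Single values were compared by 2-sided exact permutation tests over the 126 splits of 9 libraries into 4 and 5, whose smallest p is 0.00794. Gene sets were tested with camera (preset correlation 0.01) and fry from limma 3.58.1, and the median log2 fold change of a list was ranked among 10000 lists of the same size, drawn from the 100 nearest genes of each member by mean expression, or by mean expression and length. The score of a list in a library is the mean over its genes of the centred log2 CPM. Figures and a sequence alignment were made with Python 3.11.15, matplotlib 3.10.9 and Biopython 1.88.

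The lists taken from the paper were the 5 MET genes, the 36 genes of Figure 6c, the genes of Figure 7a (29 marked higher, 10 marked lower, 9 unmarked), the 6 ATF4-regulated genes, and *Twist1* and *Myc*. A further 16 lists were set by hand: progenitor, committed progenitor, podocyte, proximal tubule, ureteric bud, stroma, endothelium, erythroid and myeloid markers, other nuclear-encoded complex III subunits, mitochondrially encoded genes, mitochondrial stress and 1-carbon genes, glycolysis, proliferation, nucleotide synthesis and cholesterol synthesis. All of these lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined. The committed markers outside the paper's MET list were also looked at alone. Lists of immediate early and heat shock genes, the joined markers of other cell types and the ribosomal pseudogenes were added afterwards. The genes named are those the paper's text names from RNA-seq, the members of reported lists, and the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 10 CPM and no overlap between genotypes. *Rpl26* and genes on the Y chromosome were named after their values were seen.

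The alternatives set in advance were DESeq2 1.42.0, RLE and upper-quartile normalization, no filter beyond 1 count in any library, a filter of at least 10 counts in every library, limma-voom with sample quality weights, 1 surrogate variable (sva 3.50.0), each library left out in turn, a log2 fold change limit of 1, unadjusted p-values, and, for the ribosomal family, removal of a trend on gene length and TMM factors computed without the family. Alternatives meant for a table of normalized values were not needed, since the table holds counts. A covariate for Y-linked expression (the summed CPM of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*), and the ribosomal family restricted to protein-coding genes without *Rpl26*, were added after the data were seen. An earlier form of the covariate, which summed all genes on the Y chromosome, was replaced because that sum includes reads shared with other chromosomes.

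The steps were tested on simulated data with the library sizes and dispersions of the real data and 200 changed genes. These were drawn from genes with a mean above 100 counts and changed by a log2 fold change of 1.585. The shares recovered therefore do not hold for smaller changes or for genes with fewer reads. The edgeR fit recovered 194 of the 200 genes (97%), with 10 false calls (4.90%). DESeq2 recovered 198 with 25 false calls (11.2%), limma-voom 195 with 11, the fit with 1 surrogate variable 187 with 8, the covariate fit 194 with 11, RLE normalization 194 with 11, upper-quartile normalization 194 with 10, the fit without a filter 194 with 10 and the stricter filter 196 with 9. A simulated list of 80 genes shifted by a log2 fold change of 0.4 gave a median of 0.36 and passed a threshold of 0.05 with camera and with fry, and an unshifted list passed with neither. The simulated libraries hold no structure beyond the genotypes, so this test does not show how camera behaves when libraries within a genotype resemble one another; random splits of the real libraries were used for that. For each result of the fit across all genes, 100 of the 126 splits, the real one included, were drawn with a fixed seed. Quantitative PCR, imaging, metabolite and protein measurements were not analysed here.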

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

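The tests of the lists set beforehand were fixed in advance, as were the test of committed markers outside the paper's list and most alternatives. All further tests in this part were chosen only after the results were seen.

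In 13 of 118 groups of libraries tested, 1 library lay farther from the rest than a threshold that chance passes in about 1 of 20 groups, which is 5.9 of 118. Control replicate 76 was low for *Wnt4*, at 113 counts per 1000000 (CPM) against 262 to 282 in the other control libraries. It was also low for *Nars*, at 262 against 269 CPM, and for the score of markers of other cell types, at −0.57 against 0.05 to 0.13. Mutant replicate 75 was high for *Twist1* (8.41 CPM, the others at most 3.45), *Slc7a7* (21.3, the others at most 11.4), *Pdgfra* (118, the others at most 48.5) and *Ogn* (47.0, the others at most 14.4), and its score of progenitor markers was low, at −0.17 against −0.05 or more. Mutant replicate 79 was high for *Trib3* (41.0 CPM, the others at most 21.6), *Ddit3* (166, the others at most 140) and the score of mitochondrial stress genes (1.05 against 0.54 or less). Mutant replicate 77 was high for *Fgf8* (4.54 CPM, the others at most 2.05), and control replicate 71 was low in the score of heat shock genes (−0.75 against −0.14 or more).

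None of these libraries alone decided the direction of the changes of these genes. Without mutant replicate 75 the log2 fold change was 2.07 for *Twist1*, 1.03 for *Slc7a7*, 3.11 for *Pdgfra* and 2.53 for *Ogn*; without mutant replicate 79 it was 2.61 for *Trib3*. The calls did move for MET genes: *Fgf8* passed the threshold without mutant replicate 77 (log2 fold change −1.48), and *Fgf8* and *Jag1* passed it without control replicate 76. At least 2 of the 5 MET genes passed whichever library was left out, which argues against 1 library as the source of the MET result. That *Pdgfra*, *Ogn* and *Twist1* are highest in the same library may reflect more stromal RNA there. The stromal score of that library was the highest of the 9 libraries (1.18). This hypothesis was not tested apart from genotype. The paper reports that transcripts of the ureteric bud genes *Ret* and *Wnt9b* were not detectable in the sorted cells. Its text gives no measure of stromal cells in the sorts.

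Several lists of genes that the paper does not report from these libraries differed between genotypes. Of the 16 lists set beforehand, 8 passed an adjusted p-value of 0.05 with camera. This number does not stand apart from a random grouping of the libraries: 8 of 100 splits, the real one included, gave as many, the median split gave 4 lists and the highest other split 10. The lists that follow are therefore reported with the exact permutation test of their score per library as well, adjusted over the 16 lists, and those differences are hypotheses.

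Committed progenitor markers had a median log2 fold change of −1.05 (11 genes tested, 4 of them also in the paper's MET list), with every mutant library below every control library (exact permutation test, adjusted p = 0.0318; camera, adjusted p = 6.76e-06; fry, adjusted p = 0.00931). The 7 markers outside the paper's list had a median of −0.93. Added RNA of other cell types would lower progenitor markers as much as the MET genes. Of 10 progenitor markers, 0 were as low as the MET median of −1.11, which argues against it as the whole source of the fall; their log2 fold changes went both ways, from −0.98 to 0.30, with a median of −0.03. The prediction written for RNA from other cell types, that at least 1 list of another cell type would move, was met by the stromal and myeloid lists; the comparison with progenitor markers was chosen after the values were seen. Whether control libraries hold more differentiating cells or each mutant cell expresses less of these genes cannot be told apart, since both give the fall in committed markers of −0.93. A block in differentiation, which the paper proposes, predicts the same fall.

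Stromal markers had a median log2 fold change of 1.03 (6 of 7 genes higher), with every mutant library above every control library (exact permutation test, adjusted p = 0.0318; camera, adjusted p = 0.000176; fry, adjusted p = 0.0116). Without control replicate 76 the median was 2.04. Myeloid markers had a median of 3.34 (7 of 7 genes higher), but their counts were low, 4 of 5 mutant libraries were above every control library, and the exact permutation test gave an adjusted p of 0.0634 (camera, adjusted p = 0.000264; fry, adjusted p = 0.0362). With a filter of at least 10 counts in every library, 1 myeloid gene was left, at 1.93 with an adjusted p of 0.0778, and the adjusted p ranged from 8.53e-06 to 0.0778 over the alternatives. Leaving out 1 library left both medians above 0, the lowest being 0.70, so 1 library does not explain the rise. A lower share of progenitors in the mutant sorts would raise markers of all other cell types alike. Among markers with a mean of at least 10 CPM, 6 stromal genes rose by 0.58 to 3.66, while the 3 markers of other cell types at that level had a median of −0.47, and none of them rose as much as any of the 6 stromal genes. An earlier form of this test, camera over all markers of those lists (p = 0.643, with an exact permutation p of 0.714 for the score and members in both directions), decided nothing and was replaced after its value was seen. More stromal cells in the mutant sorts, or stromal genes switched on in mutant progenitors, may each explain the rise, and both stay open.

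Mitochondrial stress and 1-carbon genes had a median log2 fold change of 0.94 (14 of 15 genes higher), with every mutant library above every control library (exact permutation test, adjusted p = 0.0318; camera, adjusted p = 2.78e-14; fry, adjusted p = 0.00353). *Psat1* and *Psph* are also among the genes marked in Figure 7a, and *Shmt2* is shown there unmarked. The median lay above 100% of random lists matched on length and expression, and with each library left out it stayed at 0.80 or more, which argues against length bias and against 1 library. A response to the loss of complex III is a hypothesis for this rise.

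Glycolysis genes had a median log2 fold change of −0.35 (14 of 15 genes lower), with every mutant library below every control library (exact permutation test, adjusted p = 0.0424; camera, adjusted p = 0.000112; fry, adjusted p = 0.0121). A share of 0% of matched lists was as low, and the median nearest 0 with 1 library left out was −0.28, which argues against length bias and against 1 library. Proliferation genes had a median of −0.24 (14 of 16 genes lower), again with every mutant library below every control library (exact permutation test, adjusted p = 0.0424; camera, adjusted p = 0.0142; fry, adjusted p = 0.0116). A share of 0.01% of matched lists was as low, and the median nearest 0 was −0.20 without mutant replicate 75. Both shifts may reflect the genotype or a different mix of cells in the sorts, and the mix of cells was not measured.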

How the results depend on the processing

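The alternatives were set before the data were examined, except for the covariate of Y-linked expression, the ribosomal family without *Rpl26*, and the lists of immediate early and heat shock genes. For 41 results on single genes and lists, 697 further values were computed under these settings or with 1 library left out: 652 kept their direction and their side of the threshold, 9 fell short of it, 16 moved past it, and 20 reversed. Of those that crossed the threshold, 4 of the 9 and 6 of the 16 had 1 library left out.

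*Uqcrq*, the median of the ribosomal family, the number of amino acid genes higher, the number of ATF4 genes and the number of the 16 lists set by hand past the threshold (7 or 8) kept their direction and side under every alternative. The median of the ribosomal family was 0.42 after removal of a trend on gene length and 0.39 with TMM factors computed without the family, and ranged from 0.21 to 0.51 over the alternatives that used all libraries.

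Among the other main results, limma-voom with sample quality weights gave 4868 changed genes, all 5 MET genes and 35 of the 36 genes of Figure 6c. DESeq2 gave 20 of the 36 and upper-quartile normalization 4. With 1 surrogate variable, 1 MET gene and 7 of the 36 passed. Unadjusted p-values gave 4709 changed genes, 5 MET genes and 28 of the 36, and a log2 fold change limit of 1 gave 799 changed genes; these follow from looser or stricter thresholds. With Y-linked expression as a covariate, chosen after the data were seen, 3 of the 36 passed. Apart from the thresholds, the cause was not tested. Of the 2225 genes, 2223 were also called by DESeq2, 2186 by limma-voom and 1608 with 1 surrogate variable.

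With 1 library left out, changed genes numbered from 1046 (without control replicate 73) to 3136 (without mutant replicate 74), MET genes from 2 to 4, genes of Figure 6c from 0 (without control replicate 73, mutant replicate 77 or mutant replicate 78; 21, 24 and 21 at an unadjusted p under 0.05) to 23 (without mutant replicate 74), and amino acid genes lower from 5 (without control replicate 73) to 10. These fits have fewer libraries, and the cause of the differences between them was not tested.

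All reversals were in lists whose medians lay near 0 or that held few genes, and none of these lists passed the threshold in the main comparison. Erythroid markers were at 0.79 with DESeq2, 0.74 without a filter, 0.014 with 1 surrogate variable, and from −0.35 to 0.0088 with 1 library left out, reversed without control replicate 73. Endothelial markers were at −1.88 with at least 10 counts in every library, where 1 gene was left, and at −0.31 with limma-voom. Progenitor markers were at 0.0083 with limma-voom and from −0.090 to 0.041 with 1 library left out, reversed without control replicate 76. Ureteric bud markers were at 0.41 with 1 surrogate variable, 0.14 with the Y-linked covariate, and from −0.59 to 0.92 with 1 library left out: 0.17 without control replicate 71, 0.013 without 72, 0.92 without 73, 0.092 without 76, 0.13 without mutant replicate 78 and 0.086 without 79. Other complex III subunits were at −0.093 with 1 surrogate variable, −0.034 with the Y-linked covariate, and from −0.042 (without control replicate 72) to 0.10 with 1 library left out, with −0.00048 without mutant replicate 78. The cause was not tested.

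Depth limits the genes with few reads: *Ret*, *Wnt9b* and most erythroid and proximal tubule markers were too low to be tested, so their differences were not detectable at this depth.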

Differences from the paper's values

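In this part, alternatives are those set before the data were examined unless stated otherwise. No test of a cause was made beyond setting the authors' deposited values beside those of DESeq2.

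The paper marks about 19 of the 36 ribosomal genes as significantly higher in Figure 6c, read by eye. The authors' deposited comparison has 19 of the 36 higher with an adjusted p-value under 0.05. Here, 11 of the 36 passed that threshold. With DESeq2 the number was 20, with unadjusted p-values 28, and without mutant replicate 74 it was 23, all within 1.5 times the paper's number. Under the other alternatives the numbers differed from it by more: 11 with RLE normalization, 4 with upper-quartile normalization, 10 without a filter, 12 with at least 10 counts in every library, 35 with limma-voom, 7 with 1 surrogate variable, and from 0 (without control replicate 73, mutant replicate 77 or mutant replicate 78, where 21, 24 and 21 had an unadjusted p under 0.05) to 9 when any other library was left out. The 8 genes marked in the figure and not called here were all higher in mutant cells. All 8 passed with DESeq2, with limma-voom, with unadjusted p-values and without mutant replicate 74; 1 of them also passed without a filter, 1 with at least 10 counts in every library, 1 without control replicate 71 and 1 without control replicate 76.

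The paper states that *Fgf8*, *Lef1* and *Jag1* were downregulated in mutant cells. Here they were lower with adjusted p-values of 0.054, 0.143 and 0.125. In the authors' deposited comparison the adjusted p-values are 0.0198 for *Fgf8*, 0.107 for *Lef1* and 0.0856 for *Jag1*, so *Lef1* and *Jag1* do not pass 0.05 there either, and the difference lies in *Fgf8*. DESeq2 gave adjusted p-values of 0.0195, 0.105 and 0.084 here, close to the deposited ones. The difference in *Fgf8* can therefore come from the choice of method. *Fgf8* passed the threshold with DESeq2, upper-quartile normalization, no filter, at least 10 counts in every library, limma-voom, unadjusted p-values, and without control replicate 76 or mutant replicate 77. *Lef1* passed with limma-voom, unadjusted p-values and without mutant replicate 74. *Jag1* passed with limma-voom, unadjusted p-values and without control replicate 76 or mutant replicate 74.

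The paper counts *Arg2*, *Nos1* and *Slc7a11* among the genes significantly upregulated (Figure 7a). Here their log2 fold changes were 1.24, 0.88 and 2.19 with adjusted p-values of 0.0714, 0.0544 and 0.0637. The authors' deposited adjusted p-values are 0.0387, 0.0135 and 0.0187, and those of DESeq2 here were 0.0377, 0.0131 and 0.0143. All 3 passed with DESeq2, with unadjusted p-values and without mutant replicate 74. *Arg2* also passed with at least 10 counts in every library; *Nos1* without a filter, with at least 10 counts in every library, with limma-voom, without mutant replicate 75, and with the Y-linked covariate, which was chosen after seeing the values; and *Slc7a11* with limma-voom and without mutant replicate 75. Figure 7a leaves 9 genes unmarked, and 7 of them passed the threshold here. All 9 have an adjusted p-value under 0.05 in the authors' deposited comparison.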

Other observations

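The splits for the number of changed genes and the length and leave-one-out tests of the ribosomal family were fixed in advance. So were the tests of the lists set beforehand. The other tests in this part were chosen only after the results were seen.

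When the 9 libraries were split at random into 4 and 5 and compared in the same way, 1 of 100 splits, the real one, gave as many as 2225 changed genes; the median split gave 0 and the highest other split, which set mutant replicate 74 with the control libraries, 2115. The same held for *Uqcrq* (1 of 100 splits with as large a change), for the amino acid genes higher (1 of 100) and lower (1 of 100) and for the ATF4 genes (1 of 100). As many MET genes were called in 3 of 100 splits, and as many genes of Figure 6c in 2 of 100. The amino acid, ATF4, MET and Figure 6c lists were chosen by the study on these libraries, so their splits are not independent evidence. The median of the ribosomal family was reached in 5 of 100 splits, a share that is not under 0.05. For the same family, exact permutation tests over all 126 splits gave p = 0.0317 for its score and p = 0.0159 for its share of the counts, so the measures of the family differ on whether a random grouping is set aside.

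Other explanations were weighed for the ribosomal family. Its median lay above 100% of random lists matched on length and expression, which argues against length bias. With each library left out, the median was 0.30 or more, so 1 library alone does not account for it, although it decides how many genes of Figure 6c pass (for example 0 without control replicate 73, where 21 had an unadjusted p under 0.05). Reads lost to pseudogene copies would lower the pseudogenes, and the 72 tested had a median of 0.17 (camera, p = 0.164; exact permutation test of the score, p = 0.579). These pseudogenes were chosen by the form of their names, which leaves out *Gm15772*, and they ranged from −5.08 to 0.62. Their median therefore cannot exclude reads shared with single copies. Because the splits and the exact tests fall on either side of 0.05, the rise of the family stays a hypothesis.

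*Uqcrq* fell alone among the nuclear-encoded subunits of complex III tested: the 8 others changed by −0.29 to 0.18 (median 0.04; camera, adjusted p = 0.824), which argues against a general loss of complex III transcripts. Reads that remain on *Uqcrq* in mutant libraries were not assigned to exons. Cells that escaped recombination, RNA of other cell types or transcripts of the deleted allele were not tested as their source.

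*Rpl26* rose by a log2 fold change of 1.27 while *Gm15772* fell by 5.16. *Gm15772* has 438 bases, of which 436 are identical to *Rpl26* transcripts. It held 33.7% to 35.3% of the reads of the pair in control libraries and 0.421% to 0.801% in mutant libraries. The sum of the pair changed by 0.67 (adjusted p = 0.0109), within the range of the other 82 ribosomal protein genes (−0.78 to 0.81), of which 1 was at or above it. A candidate explanation is that reads of *Rpl26* were assigned to the copy in control libraries. Why this would differ by genotype stays open. *Rpl26* lies 15.5 Mb from *Uqcrq* on chromosome 11, so a strain variant carried with the intact *Uqcrq* may be the source. Within 20 Mb of *Uqcrq*, 64 of 369 tested genes (17.3%) passed the threshold and 14.8% did elsewhere (Fisher's exact test, p = 0.182), and a variant in 1 gene needs no excess of calls, so a strain variant and an effect of genotype cannot be told apart for this pair.

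Among the other lists set beforehand, mitochondrially encoded genes had a median log2 fold change of 0.29 (11 of 13 higher; camera, adjusted p = 0.0142; fry, adjusted p = 0.142; exact permutation test, adjusted p = 0.24) and did not pass without control replicate 72 (0.22) or mutant replicate 77 (0.21). The mitochondrial share of the counts was 1.29 ± 0.153% (SD, n = 4) in control and 1.63 ± 0.177% (SD, n = 5) in mutant libraries. Its 2-sided exact permutation test gave p = 0.0476, which was not adjusted. Cholesterol synthesis genes had a median of −0.31 (10 of 12 lower; camera, adjusted p = 0.0142; fry, adjusted p = 0.116; exact permutation test, adjusted p = 0.0634), and without control replicate 73 the median was −0.14 and did not pass. Both calls hold under camera but not under fry. No difference passed for progenitor (median −0.03; camera, adjusted p = 0.779), podocyte (0.14), proximal tubule (0.52), ureteric bud (−0.04), endothelial (0.74), erythroid (−0.19) or nucleotide synthesis genes (0.12). Single libraries moved several of these medians: without mutant replicate 74 they were 0.0033 for podocyte and 0.053 for endothelial markers, without mutant replicate 77 0.25 for proximal tubule markers, without control replicate 72 0.055 for nucleotide synthesis genes, and without control replicate 73 0.92 for ureteric bud and 0.0088 for erythroid markers. The score of progenitor markers was lower in every mutant library (exact permutation test, adjusted p = 0.0318), while 5 genes were higher and 5 lower. The joined markers of other cell types had a median of 0.18 (camera, p = 0.643; exact permutation test of the score, p = 0.714).

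Immediate early genes, a list set after the data were seen, had a median log2 fold change of −0.58 (15 of 21 genes lower; camera, p = 0.00812), which did not pass under fry (p = 0.152) or in the exact permutation test of the score (p = 0.159). It was −0.45 or lower with any 1 library left out, and camera did not pass without mutant replicate 79 (−0.55). Heat shock genes, which also respond to stress during isolation, were higher, with a median of 0.34 (12 of 12 genes; camera, p = 0.0014; fry, p = 0.0231; exact permutation test of the score, p = 0.0635), and of 0.21 without control replicate 71. More stress in the control sorts would have moved both lists the same way, but the mutation may itself raise heat shock genes, so unequal stress during isolation and an effect of genotype cannot be told apart.

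Control replicates 72 and 73 and mutant replicate 79 had 2298 to 3404 reads on *Ddx3y* and at most 17 on *Xist*, and the other libraries had at most 1 on *Ddx3y* and at least 3495 on *Xist*. The labels give no sex, and with Y-linked expression as a covariate 1802 genes passed the threshold.

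The authors' deposited comparison has 3124 genes with an adjusted p-value under 0.05. Of the 2225 genes found here, 2209 are among them, all in the same direction; 832 further genes of theirs were tested and did not pass here, and 83 were not tested. *Ret* had at most 4 reads per control library and 13 per mutant library, and *Wnt9b* at most 7 and 3. *Eif4ebp1* had a log2 fold change of 1.46 (adjusted p = 0.000364, edgeR; all 5 mutant libraries above all control libraries) and *Mki67* of −0.30 (adjusted p = 0.208).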
